# Intestinal microbiome adjusts the innate immune setpoint during colonization through negative regulation of MyD88

**DOI:** 10.1038/s41467-018-06658-4

**Published:** 2018-10-05

**Authors:** Bjørn E. V. Koch, Shuxin Yang, Gerda Lamers, Jens Stougaard, Herman P. Spaink

## Abstract

Host pathways mediating changes in immune states elicited by intestinal microbial colonization are incompletely characterized. Here we describe alterations of the host immune state induced by colonization of germ-free zebrafish larvae with an intestinal microbial community or single bacterial species. We show that microbiota-induced changes in intestinal leukocyte subsets and whole-body host gene expression are dependent on the innate immune adaptor gene *myd88*. Similar patterns of gene expression are elicited by colonization with conventional microbiome, as well as mono-colonization with two different zebrafish commensal bacterial strains. By studying loss-of-function *myd88* mutants, we find that colonization suppresses Myd88 at the mRNA level. Tlr2 is essential for microbiota-induced effects on *myd88* transcription and intestinal immune cell composition.

## Abstract (web summary)

It remains unclear how microbial sensing during early-life colonization results in immune homeostasis rather than acute inflammation. Here the authors show that zebrafish larvae colonization suppresses intestinal MyD88, accounting for a considerable proportion of microbiota-induced alterations in immune setpoint.

## Introduction

The microbial communities residing in the intestine comprise a vast and diverse assembly of species that are collectively known as the gut microbiome. Colonization usually occurs at birth^1^ and marks the transition of the intestine from virtual sterility into the major site of interaction with the microbiome. Several recent landmark discoveries have clarified the central importance of the microbiome in nutrient uptake, maintenance of energy homeostasis and control of inflammatory signaling^2–4^. Studies of children delivered by cesarean section versus vaginal delivery have shown persistent effects of initial colonization in the host^5,6^. Aberrant microbial colonization is suggested to explain the correlations between cesarean delivery and the elevated risk of developing a wide range of diseases, relating particularly to the mucosal immune regulation^7^. However, the underlying molecular pathways conveying the signaling and signal exchange involved in the establishment of the interdependent relationship between host and microbiome are not understood.

Several animal studies point to the toll-like receptor (TLR) pathway as central in many aspects of host sensing of the microbiome^8–11^. TLR2 has attracted interest in this regard for several reasons. TLR2 mediated microbial pattern recognition has been shown to be important for facilitating tolerance to commensal microbial colonization^12^, induction of mucin secretion^13^ and protection of intestinal barrier integrity in induced inflammation models^14,15^. With the exception of TLR3, all TLRs can signal through the central intracellular adapter Myd88^16–18^. Several observations support the importance of TLR signaling to host intestinal immune homeostasis, as mouse mutants of specific TLRs have been found to develop inflammatory intestinal conditions without pathogenic challenge^19,20^. However, seemingly conflicting observations have been reported as another recent study found improved intestinal immune responses to a high fat diet in a Myd88 deficient mouse mutant^21^. Clearly there are gaps in our knowledge, and direct comparisons between different studies should be done with caution. Some of the apparent discrepancies regarding the inflammatory properties of TLR signaling are likely caused by differences in experimental design. Microbial presence in the intestine can be detected by various mechanisms and TLR signaling is only one of them. The influence of food intake and microbial metabolism of ingested organic material, particularly short-chain fatty acids, on the overall outcome makes it a complex subject to investigate without confounding influences of diet and secondary metabolites (see ref.^22^ for a review). Model systems where the complexity of the system can be controlled and manipulated easily are therefore necessary in order to dissect the contribution of single microbial species or conventional microbial community colonization.

Here we take advantage of the rapid development of zebrafish embryos to study host microbe interactions of scalable complexity. Comparisons between zebrafish and mouse model systems have demonstrated the translational value of the zebrafish model^23^. Utilizing fluorescent reporter fish lines, immunostaining, and genetic mutants we characterize the intestinal innate immune response to bacterial colonization and investigate the role of Myd88 in mediating these effects. Using RNAseq we characterize and compare the effects of colonization at different levels of microbial community complexity, and in the presence or absence of a functional Myd88 encoding gene. Our data reveal aspects of *myd88* transcription controlled by microbial colonization through Tlr2 mediated sensing.

## Results

### Myd88-dependent gut immune cell responses to colonization

We wanted to investigate how, and to what extent, Myd88 signaling mediates the effects of colonization, especially on the mucosal immune status of the host. To this end we generated germ-free and conventionalized zebrafish larval groups according to established protocols^24^. Fertilized embryos were surface sterilized, maintained germ-free or conventionalized at day 3 and analyzed 5 days post fertilization (DPF) (Fig. 1a). Within these groups we utilized anti-L-plastin, a leukocyte specific antibody^25^, to quantify the number of innate immune cells present in the intestinal epithelial cell layer in germ-free versus conventionalized larvae^26^. The results showed significantly elevated numbers of L-plastin positive cells in the distalmost part of the gut of *myd88* +/+ germ-free larvae, but not in *myd88* deficient mutant zebrafish larvae (Fig. 1b, c). This Myd88 dependent elevation of leukocyte presence was also evident in full intestines excised from L-plastin stained germ-free larvae 5 DPF (Supplementary Fig. 1a and Supplementary Fig. 2). Previous observations in zebrafish larvae have found neutrophil presence in the intestine to be lowest in germ-free larvae as compared to colonized groups at 6 DPF^9,27^. As L-plastin, the antigen targeted in our experiments, is a general leukocyte marker, this approach cannot distinguish macrophages from neutrophils. Therefore, we performed the same experiment in the fluorescent neutrophil reporter line *Tg(Mpx:GFP)*^28^. Our results showed a significantly elevated neutrophil infiltration in conventionalized embryos compared to germ-free, and again the regulation was dependent on Myd88 (Fig. 1d, e). Thus our results are consistent with previous observations from similar zebrafish studies^9,27^, and indicate that our L-plastin counts reflect elevated macrophage infiltration in germ-free compared to conventionalized larvae. Examination of total numbers of leukocytes (L-plastin positive cells) revealed no significant alteration of overall leukocyte presence in the larvae (Supplementary Fig. 1b, c). To verify the observation in an independent fashion we utilized a double fluorescent line generated by crossing the *Tg*(*Mpx:GFP*) line with a macrophage reporter line *Tg*(*Mpeg:mCherryF*)^29^, and found that indeed the observed L-plastin elevation was the reflection of an elevated macrophage presence in germ-free intestines (Supplementary Fig. 1 D). Overall these observations show an elevated macrophage presence in the intestines of germ-free embryos, which is alleviated by myd88-mediated signaling upon intestinal microbial colonization.

**Fig. 1:**
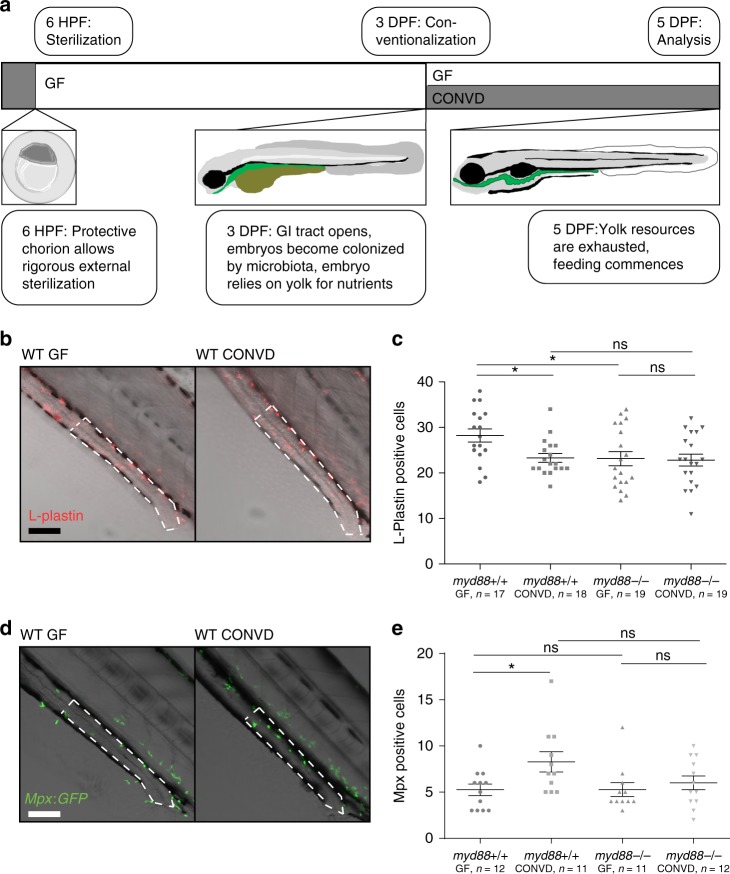
Changes to immune cell composition in the gut is Myd88 dependent. **a** Schematic representation of the developmental features of early zebrafish larvae which form the foundation of this experimental approach. **b** Representative images of distal intestines of germ-free (GF) and conventionalized (CONVD) wildtype (WT) larvae following L-plastin staining. Composite images of bright-field and L-plastin signal from confocal maximum intensity Z-projection in red. **c** WT larvae under germ-free conditions exhibit a significantly elevated leukocyte presence in the distal intestine, compared to conventionalized. This elevated leukocyte presence was no longer detectable under the same conditions in *myd88* deficient larvae. Figure is representative of three independent replications. **d** Representative live microscopy images of distal intestine of GF and CONVD larvae of the *Mpx:GFP* reporter zebrafish line. Bright-field overlaid with confocal maximum intensity Z-projection in green. **e** Germ-free larvae exhibit significantly reduced neutrophil infiltration in the distal intestine compared to conventionalized larvae. No significant difference was observed in *myd88* deficient backgrounds. Figure is made from pooled data from three biological replicates. **b**, **d** an area of intestine extending 4 somites proximal to the cloaca, representing the area of counting, is outlined in white dashed lines. scale bars represent 100 µm. **c**, **e** each data point represent cell counts from one larvae based on confocal z-stacks acquired at 20 times magnification. Error bars represent standard error of the mean. *P ≤ 0.05 by two-way ANOVA with Bonferroni correction for multiple comparisons

### Host transcriptome response to microbes is not inflammatory

Our analyses of leukocytes in the intestines indicate an apparent Myd88-dependent immune reaction to conventionalization of the larvae leading to diminished macrophage presence and an elevated neutrophil presence. 

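Whole zebrafish larvae were collected at 5 days post fertilization (DPF), and total RNA from pools of 15 larvae was made into libraries that do not mark the strand and were read from 1 end for 50 nucleotides. Wildtype (WT) larvae were either kept germ-free (GF) or conventionalized (CONVD), that is, exposed from 3 DPF to the microbes of conventionally reared larvae. Each group had 3 pools, which the paper calls biological replicates. Its text does not name whether the pools came from separate crosses or dishes, so the p-values measure the spread between these pools. The authors mapped the reads to the GRCz10 assembly and counted them per gene. Total counts per library ranged from 7946202 to 10999402 (median 9830442) in GF larvae and from 11787698 to 23600976 (median 18051882) in CONVD larvae. The counts were fitted with edgeR's quasi-likelihood model over all 18 libraries of the study with TMM normalization, so that the spread of each gene was estimated over every group. Of 31388 genes, 23367 had enough counts to be tested. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an estimated fold change of at least 1.3. Before the data were examined, 36 lists of genes with a shared function or cell type were fixed. Each list was compared with all other genes by limma's camera, once with a preset correlation of 0.01 between the genes of a list and once with the correlation estimated from these libraries.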

To investigate the transcriptional basis of the response and examine the broader systemic impact of microbial presence on the host transcriptome, we performed RNAseq analysis based on total RNA extracts from germ-free versus conventionalized 5 DPF wildtype zebrafish larvae. Analysis of the data identified several transcripts which have previously been described as sensitive to colonization, such as *angptl4* (also known as *fiaf*) and *nr1d1* (also known as *RevErba*), downregulated by colonization. This confirms that our results are in line with similar studies from zebrafish^8,10^ and mice^2,30^.

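The transcript of *angptl4* (ENSDARG00000035859), which encodes a secreted inhibitor of lipoprotein lipase that controls fat storage, fell on colonization. It stood at 88.6 ± 0.461 counts scaled to library size (CPM; SD, n = 3 pools) in GF and 61.5 ± 3.39 CPM (SD, n = 3) in CONVD larvae, a log2 fold change of -0.52 (standard error 0.08, adjusted p = 2.8e-04 from edgeR's quasi-likelihood test). All 3 CONVD pools lay below all 3 GF pools (2-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The transcript of *nr1d1* (ENSDARG00000033160), a nuclear receptor that represses genes of the circadian clock and of lipid metabolism, fell by 0.46 on the log2 scale (standard error 0.11, adjusted p = 0.035 from edgeR). Of 39 clock genes tested, *nr1d1* and the cryptochrome *cry1bb* fell and *tefb*, a clock-controlled transcription factor, rose (1 up and 3 down when adjusted over the list alone), and the clock genes did not differ from other genes as a list (camera adjusted p = 0.27). The *nr1d1* call was lost without any 1 of GF 1, GF 2, GF 3, CONVD 2 or CONVD 3 (adjusted p from 0.073 to 0.15 with edgeR), and that of *tefb* without GF 2, where its log2 fold change was 0.37.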

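The largest falls in CONVD against GF WT larvae included *fosl1a*, which encodes a Fos-family subunit of the activating protein-1 (AP1) transcription factor, *plek2*, which encodes a pleckstrin-domain protein that acts on the actin cytoskeleton, *btg2*, which slows cell division, and *pmaip1*, which promotes cell death. Their log2 fold changes were -3.41, -2.32, -1.89 and -1.87 (adjusted p from edgeR between 5.6e-13 and 2.7e-05). Among the largest rises were *plekhs1*, which encodes another pleckstrin-domain protein, and *mpeg1.2*, a perforin-like gene of macrophages. Their log2 fold changes were 3.31 (standard error 0.58, adjusted p = 0.0038 from edgeR) and 2.09 (standard error 0.20, adjusted p = 1.1e-08 from edgeR). In all, 380 genes were called changed between the 2 groups. With the 6 libraries of the comparison fitted alone, edgeR called 349 genes, of which 321 were among the 380, and DESeq2 called 332. Leaving out 1 of the 6 libraries gave between 306 and 373 genes.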

Applying a false discovery rate adjusted *P*-value of 0.05 and a minimal fold change of 1.3 as significance cut-off, we found 257 transcripts that were differentially expressed between germ-free and conventionalized conditions. 

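Immediate early genes, which are switched on within minutes of a stimulus and shut off soon after, were lower in CONVD larvae. Of 27 tested, 12 fell and none rose (13 when adjusted over the list alone; camera adjusted p = 9.0e-20, and adjusted p = 0.016 with an estimated correlation). They included the orphan nuclear receptors *nr4a1* and *nr4a3*, the salt-inducible kinase *sik1*, the zinc-finger factor *klf4* and the growth-response factor *egr3*, with log2 fold changes of -1.06, -1.19, -1.20, -1.61 and -0.98. Of 24 genes induced by glucocorticoids or fasting, 9 fell and none rose (11 when adjusted over the list alone; camera adjusted p = 4.8e-13, and adjusted p = 0.016 with an estimated correlation). These included *igfbp1a*, which encodes a secreted binder of insulin-like growth factors, at a log2 fold change of -1.43 (standard error 0.16, adjusted p = 8.4e-05 from edgeR), and the cell-stress gene *ddit4* at -0.79. Over all genes, 243 of the 380 called by edgeR (63.9%) fell and 137 rose, with median log2 fold changes of -0.71 and 0.78. With the 2 groups fitted alone, edgeR called 228 lower and 121 higher, and DESeq2 called 232 lower and 100 higher.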

The majority of the transcripts, 184 of the 257, were suppressed by colonization (Supplementary Fig. 5 and Supplementary Table 1). 

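Glycoprotein 2 (GP2) of pancreatic secretory granules and the related urinary proteins carry a zona pellucida domain and can coat bacteria in the gut lumen. A pair of genes of this family, both with the symbol *zgc:153932*, rose in CONVD larvae. One (ENSDARG00000052779) went from 1.70 ± 0.347 CPM (SD, n = 3) in GF to 24.9 ± 3.04 CPM (SD, n = 3) in CONVD larvae, a log2 fold change of 3.84 (standard error 0.24, adjusted p = 1.1e-09 from edgeR). The other (ENSDARG00000074642) rose by a log2 fold change of 2.04 (standard error 0.16, adjusted p = 1.7e-10 from edgeR). The copies may share reads, so how much each rose is uncertain. The list of GP2 genes holds GP2 and relatives picked by symbol, not by the description that the paper uses. Of 4 tested, 2 rose, the *zgc:153932* copies (3 when adjusted over the list alone; camera adjusted p = 4.3e-09, and adjusted p = 0.003 with an estimated correlation). The list test thus rests largely on copies that may share reads. Among 7 mucins, the gel-forming and membrane-bound glycoproteins of mucus, *muc13a*, which encodes a membrane-bound mucin of the intestinal surface, rose from 3.30 ± 0.384 CPM to 8.61 ± 1.68 CPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.18, adjusted p = 5.5e-06 from edgeR). None of the other 6 tested mucins passed (1 up when adjusted over the list alone; camera adjusted p = 0.22), and of the 15 mucins on the list only 8 were matched to a gene in the files, so the others were not examined.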

The upregulated genes were dominated by two groups of transcripts involved in intestinal immune regulation; a group of opsonizing glycoproteins of a gene family with the description “Pancreatic Secretory Granule Membrane Major Glycoprotein GP2”, as well as several mucins.

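The adapter gene *myd88* (ENSDARG00000010169), through which most Toll-like receptors (TLRs) signal, was expressed at 10.5 ± 1.68 CPM (SD, n = 3) in GF and 4.85 ± 0.826 CPM (SD, n = 3) in CONVD larvae. Its log2 fold change was -1.07 (standard error 0.15, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). Every CONVD pool lay below every GF pool. Among 21 genes of the TLR and Myd88 pathway that were tested, *myd88* was the only one called (0 up and 1 down when adjusted over the list alone), and as a list they did not differ from other genes (camera adjusted p = 0.24, median log2 fold change 0.09). The receptor gene *tlr2* had between 0 and 4 counts per library in these 2 groups, too few to be tested. Of other genes switched on by TLR signals, *ptgs2b*, which encodes a cyclooxygenase that makes prostaglandins, fell by 1.37 on the log2 scale (standard error 0.13, adjusted p = 2.6e-08 from edgeR), and *dusp1*, a phosphatase that shuts off MAP kinases, fell by 1.19 (standard error 0.15, adjusted p = 3.3e-04 from edgeR).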

Within the group of genes suppressed by colonization were several genes known to be induced by *myd88-*dependent TLR signaling, including *myd88* itself. Additionally, several members of the activating protein-1 (AP1) transcription factors of the *fos, jun*, and *atf* families and the signal transducer suppressor of cytokine signaling 3a (*socs3a*) which are known to be regulated in a Myd88 dependent manner^31^ were suppressed by colonization. Also, the genes encoding CCAAT/enhancer binding protein beta and delta (*cebpb* and *cebpd*), transcription factors that have been shown to be induced by, and involved in, Myd88 and TLR mediated signaling^32^, were suppressed in conventionalized larvae (Fig. 2a). Thus, the transcriptional profile of the conventionalized group, which must be expected to encounter the most TLR ligands, shows a suppression of Myd88 dependent signaling components of the AP1 transcription complex and ccaat/enhancer binding protein family. 

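Subunits of AP1, the transcription factor formed by pairs of Fos, Jun, Atf and Batf proteins, were lower in CONVD larvae. The Fos-family subunit *fosl1a* (ENSDARG00000015355) went from 28.0 ± 2.03 CPM (SD, n = 3) in GF to 2.60 ± 0.143 CPM (SD, n = 3) in CONVD larvae (standard error of the log2 fold change 0.18). The AP1 repressor *jdp2b* (ENSDARG00000020133) went from 20.3 ± 0.426 to 4.29 ± 0.231 CPM (SD, n = 3), a log2 fold change of -2.25 (standard error 0.13, adjusted p = 5.0e-13 from edgeR). The *batf*, *fosb*, *atf3*, *fosl2*, *fosaa* and *jund* transcripts fell by 1.78, 1.70, 1.11, 0.88, 0.70 and 0.52 on the log2 scale, and the 2 copies of *fosab*, whose reads may be shared, by 1.23 and 1.02. Of 18 AP1 genes tested, 10 fell and none rose (11 when adjusted over the list alone; camera adjusted p = 1.4e-22, and adjusted p = 8.9e-04 with an estimated correlation). The signal suppressor *socs3a*, which blocks cytokine receptors, has 2 near-identical copies. One copy (ENSDARG00000025428) fell by 1.4 on the log2 scale (adjusted p = 0.0059 from edgeR) and the other (ENSDARG00000104400) by 1.2 (adjusted p = 0.046 from edgeR), and reads may be shared between them. With the 2 groups fitted alone edgeR called 9 of the AP1 genes, without the first *fosab* copy (adjusted p = 0.067), and neither *socs3a* copy (adjusted p = 0.14 for both). The call of the second *socs3a* copy was lost without any 1 of the 6 libraries (adjusted p from 0.054 to 0.20 with edgeR).

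**Figure D1:**
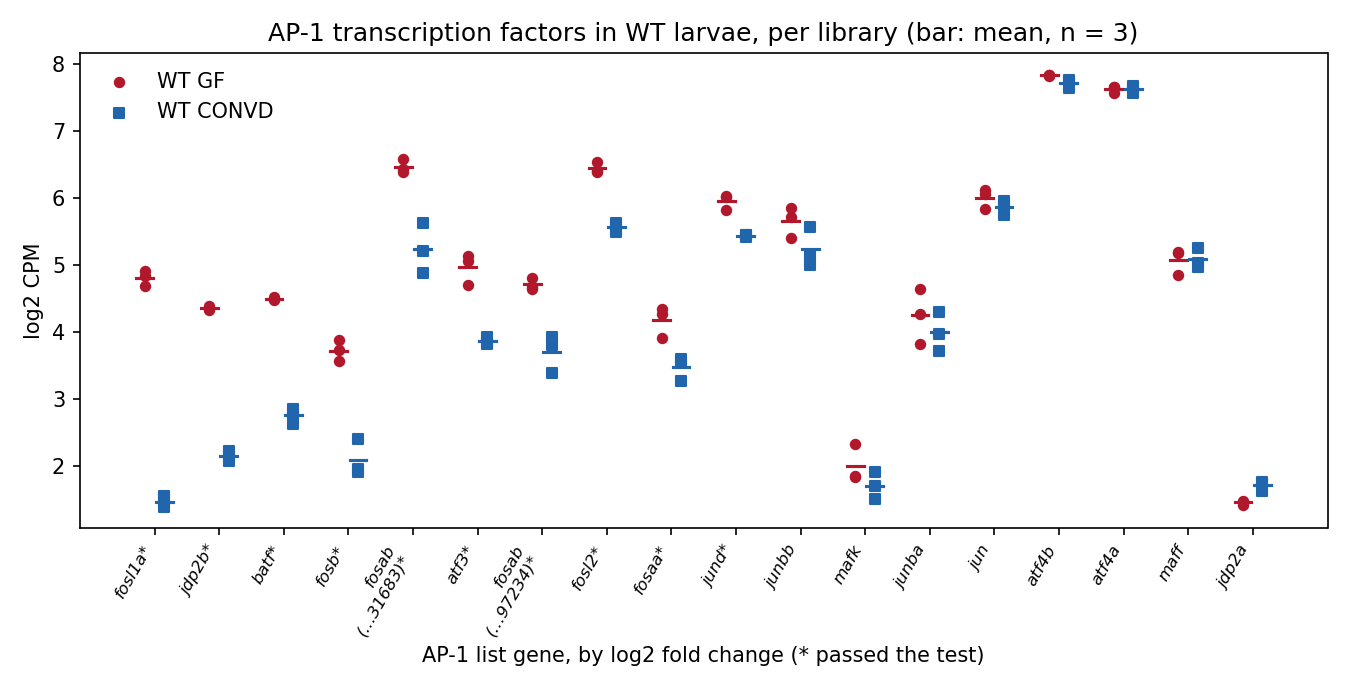
Log2 CPM of 18 AP1 genes in the 3 GF (circles) and 3 CONVD (squares) WT libraries, ordered by fold change, with bars at the group means. In the 10 genes marked with an asterisk, which passed the test, the CONVD points lie below the GF points.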

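The transcript of *cebpb* (ENSDARG00000042725), which encodes a transcription factor of inflammation and of liver metabolism, fell from 70.4 ± 3.57 CPM (SD, n = 3) in GF to 21.6 ± 4.14 CPM (SD, n = 3) in CONVD larvae, a log2 fold change of -1.73 (standard error 0.18, adjusted p = 7.7e-05 from edgeR). The transcript of *cebpd*, a related factor induced by cytokines, stood at 151 ± 6.48 and 96.0 ± 22.1 CPM (SD, n = 3). Its log2 fold change of -0.66 (standard error 0.18, adjusted p = 0.11 from edgeR) did not pass the test. DESeq2 called *cebpd* with all 18 libraries (adjusted p = 0.02) and with the 2 groups alone (adjusted p = 2.4e-05), and edgeR called it without CONVD 1 (adjusted p = 0.028). Of 7 C/EBP genes tested, *cebpb* and *cebpa*, which drives liver and myeloid genes, fell and none rose (3 when adjusted over the list alone; camera adjusted p = 6.0e-04, and adjusted p = 0.041 with an estimated correlation). The *cebpa* call, at a log2 fold change of -0.44, was lost without GF 2, GF 3 or CONVD 2 (adjusted p up to 0.17 with edgeR).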

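The AP1 subunits *fosl1a*, *jdp2b* and *batf*, the adapter *myd88* and *cebpb* kept their calls when any 1 of the 6 libraries was left out and when the 2 groups were fitted alone. Beside them fell other genes that are switched on by the same signals and feed back on them. Of 13 suppressors of cytokine signaling, 5 fell and none rose (5 when adjusted over the list alone; camera adjusted p = 1.2e-04, and adjusted p = 0.041 with an estimated correlation). They were the phosphatases *dusp1* and *dusp2*, *socs1a*, which blocks Janus kinases, and the copies of *socs3a*. The log2 fold change of *socs1a* was -0.95 (standard error 0.18, adjusted p = 0.0014 from edgeR). With the 2 groups alone, 3 of these suppressors were called. Of 34 tested genes that the paper names, 25 fell and none rose (26 when adjusted over the list alone; camera adjusted p = 3.9e-44, and adjusted p = 3.4e-04 with an estimated correlation). The paper chose these genes on the same libraries, so this is not independent evidence. The paper reasons that CONVD larvae are expected to meet the most TLR ligands, and from their lower AP1 and C/EBP transcripts concludes that signaling components that depend on Myd88 are suppressed in them.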

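The acute-phase gene *saa*, whose protein rises in the blood during infection, had 14 counts over the 3 GF libraries and 39 over the 3 deeper CONVD libraries. Its log2 fold change of 0.53 (standard error 0.52, adjusted p = 0.81 from edgeR) did not pass the test. The cytokine gene *il1b* had 46 and 61 counts and a log2 fold change of -0.51 (standard error 0.37, adjusted p = 0.70 from edgeR). The cytokine genes *tnfa*, with 11 and 9 counts, and *il6*, with 1 and 5, were too low to be tested, so a change in them was not detectable at this depth. The transcript of *nfkbiaa*, which encodes an inhibitor that holds NF-κB in the cytoplasm and is itself induced by it, fell by 0.47 on the log2 scale (standard error 0.12, adjusted p = 0.033 from edgeR). It stood at 21.8 ± 0.464 CPM (SD, n = 3) in GF and 15.9 ± 2.48 CPM (SD, n = 3) in CONVD larvae. Of 24 NF-κB targets and inflammatory cytokines tested, 4 fell (*nfkbiaa*, *nfkbiab* and the cyclooxygenases *ptgs2a* and *ptgs2b*) and *irg1l*, a gene of itaconate synthesis in macrophages, rose (1 up and 4 down when adjusted over the list alone). The log2 fold change of *irg1l* was 1.79 (standard error 0.21, adjusted p = 1.5e-06 from edgeR), and as a list these genes did not differ from others (camera adjusted p = 0.11). The *nfkbiaa* call was lost with DESeq2 on the 2 groups alone (adjusted p = 0.066) and without any 1 of GF 1, GF 2, GF 3, CONVD 2 or CONVD 3 (adjusted p from 0.096 to 0.22 with edgeR). The *nfkbiab* call, at a log2 fold change of -0.39, was lost without GF 1, GF 2, CONVD 2 or CONVD 3 (adjusted p from 0.066 to 0.15 with edgeR).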

Interestingly, NF-κB dependent transcripts such as serum amyloid A (*saa*) and NF-κB inhibitor alpha a (*nfkbiaa*)^10^ and inflammatory cytokines such as *il1b*, *tnfa*, and *il6*, characteristic of TLR-stimulated Myd88-dependent signaling in infectious disease, did not exhibit significant transcriptional regulation (Fig. 2a). This observation is consistent with the results of a similar study in zebrafish larvae, which found an initial rise in *il1b* transcription in the immediate hours after colonization, followed by normalization after 2 days^18^. The transcriptomics data sets were based on whole-embryo RNA extracts, and do not provide any information about the tissue(s) in which the regulation takes place. To assess tissue-specific expression levels, we performed whole mount in situ hybridization of three transcripts, *myd88*, *fosl1a*, and *cebpb*. The results showed that transcriptional changes were localized primarily in the gastrointestinal tract and liver (Fig. 2b, c and Supplementary Fig. 3 and 4c). The intestinal regulation of these transcripts was further validated by tissue specific qPCR assessment (Fig. 2d and Supplementary Fig. 4b). The tissue specific qPCR approach further validated that *il1b* is also not significantly regulated in the intestine (Supplementary Fig. 4b).

**Fig. 2:**
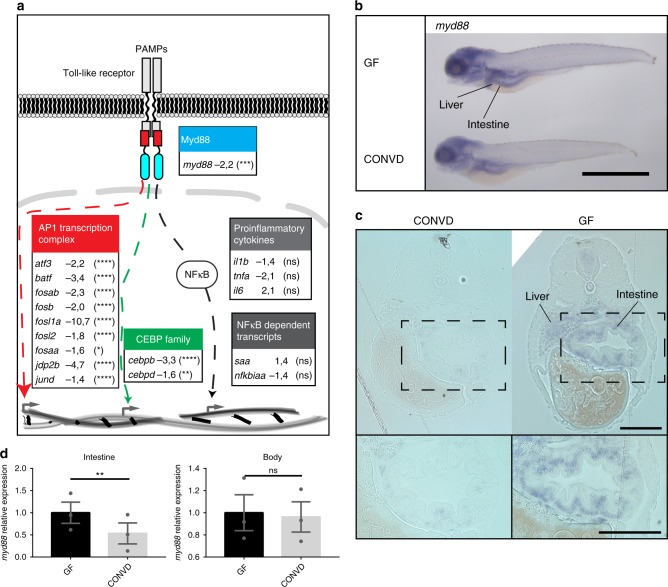
Microbes transcriptionally suppress Myd88 and downstream signaling components. **a** Graphic representation of the canonical TLR stimulated Myd88 dependent transcriptional signaling though the AP1 transcription complex (red), the CCAAT/enhancer binding protein family (green) or the NF-κB nuclear translocation (gray), along with associated gene names and fold-change values in the conventionalized group relative to germ-free. Nine transcription factors of the AP1 transcription complex and two members of the CCAAT/enhancer binding protein (C/EBP) family exhibited significant transcriptional suppression upon colonization. The activation of NF-κB is not readily observable by transcriptomics, however neither the NF-κB dependent transcripts serum amyloid A (*saa*) or NF-κB inhibitor Alpha a (*nfkbiaa*) or the proinflammatory cytokines normally associated with NF-κB activation were significantly regulated. It should be noted that the transcriptional foldchanges are derived from whole-body transcriptomics and that it cannot be concluded that the transcriptional changes represented here all take place in the same cells, even though they are part of the same regulatory pathway. Statistical evaluations represent the Benjamini-Hochberg adjusted *P*-values of the RNAseq data comparing conventionalized embryos to germ-free controls. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001; ns = not significant. **b** Whole-mount in situ hybridization reveals that *myd88* is expressed primarily in the intestine and liver in 5 DPF embryos. Scalebar represents 1 mm. **c** 2 µm transverse sections of plastic embedded in situ hybridization of *myd88* comparing the pattern in a germ-free and a conventionalized embryo. Scalebar represents 100 µm. **d** qPCR analysis comparing the relative expression levels of *myd88* in germ-free versus conventionalized 5 DPF embryos in intestines versus body tissues, (mean ± s.e.m., *n* = 3 biological replicates, 30 embryos per group), **P ≤ 0,01; by Student’s *t*-test

In summary, intestinal colonization affects the intestinal immune status in several ways: it leads to an overall decrease in leukocyte presence, marked by a decrease of macrophages but a rise in neutrophil presence, and these changes of leukocyte populations are dependent on Myd88 mediated signaling. On a transcriptional level the effects of colonization are characterized by a suppression of *myd88* and downstream regulated genes in the intestine, but absence of pro-inflammatory *il1b* regulation (Supplementary Fig. 4b, d) .

### Host transcriptome responses to microbes is Myd88-dependent

The central function of Myd88 in TLR signaling predicts that Myd88 plays an important role mediating the transcriptome alterations observed in the host upon microbial exposure. Considering that transcription of *myd88* itself is suppressed by conventionalization, we investigated its role in modulation the transcriptional response of the host to the microbiome. To pursue this question, we generated germ-free and conventionalized transcriptomics datasets from larvae in the *myd88* mutant background and compared these transcriptomics data sets to those of WT embryos of the zebrafish ABTL lineage. 

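The mutant larvae carried the hu3568 allele of *myd88*, and 3 GF and 3 CONVD pools of 15 larvae were sequenced as for WT. Counts of the *myd88* transcript itself checked the labels in part. It stood at 3.33 ± 0.411 CPM (SD, n = 3) in GF mutants and 4.15 ± 0.389 CPM (SD, n = 3) in CONVD mutants. In GF larvae it was lower in mutants than in WT by a log2 difference of -1.64 (standard error 0.16, adjusted p = 1.6e-09 from edgeR). In CONVD larvae, where the WT level was itself low, it did not differ (log2 difference -0.26, standard error 0.16, adjusted p = 0.18 from edgeR). Total counts per library ranged from 13542231 to 16277918 (median 15694791) in GF mutants and from 12236848 to 18214050 (median 15657362) in CONVD mutants. The mutant libraries were fitted together with the WT libraries. The difference between the response of mutants and that of WT larvae was tested as an interaction term, coded as mutant minus WT. The mutants and the WT larvae were not siblings, so genotype and parents cannot be told apart. The first principal component of the 18 libraries, with 55.6% of the variance, parted the mutant from the WT libraries.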

As this comparison is not between groups generated by crossing siblings, it cannot be ruled out that other parental genotype differences could contribute to the results. Therefore, using qPCR, we validated that the transcriptional regulation of *myd88* itself, in response to conventionalization, was retained in the WT siblings of *myd88* mutants analyzed in this transcriptomics data set (Supplementary Fig. 6). 

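In mutants, the clock repressor *nr1d4b*, a nuclear receptor of the Rev-erb family, went from 20.2 ± 0.475 CPM (SD, n = 3) in GF to 9.05 ± 1.84 CPM (SD, n = 3) in CONVD larvae, a log2 fold change of -1.18 (standard error 0.13, adjusted p = 4.8e-06 from edgeR). The heme-binding serum protein gene *hpx* fell by 1.52 on the log2 scale (standard error 0.30, adjusted p = 0.024 from edgeR). The cytochrome P450 genes *cyp2aa9* and *cyp2n13*, of a family that oxidizes lipids and foreign compounds, fell by 0.45 and 0.43. Among the genes that rose were *adarb1a*, which encodes an RNA-editing enzyme, at a log2 fold change of 0.38, and the matrix gene *crtac1a* at 0.73. Over all genes, edgeR called 18, of which 8 rose and 10 fell. With the 6 mutant libraries fitted alone, edgeR called 143 genes (38 up and 105 down), 17 of the 18 among them, and DESeq2 called 97. The pools of the mutants varied less than the others: the biological coefficient of variation was 4.09% in the mutants alone and 7.56% in the GF and CONVD WT libraries alone. Leaving out 1 mutant library gave between 2 (without GF 2) and 13 genes (without GF 3). The *nr1d4b* call was kept each time, while those of *cyp2aa9* and *cyp2n13* were lost without any 1 of the 6 libraries, that of *hpx* without any 1 but GF 3 (adjusted p up to 0.24 with edgeR), that of *adarb1a* without GF 1, GF 2, CONVD 1 or CONVD 3 (up to 0.082) and that of *crtac1a* without GF 1, GF 2, CONVD 1 or CONVD 2 (up to 0.13).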

In the *myd88* mutant background the number of genes differentially regulated by microbial colonization was reduced from 257 to 84 (Supplementary Table 2). Interestingly, there was almost no overlap between the two groups; 78 of the 84 regulated transcripts in the *myd88* mutants could not be found regulated in the WT larvae. Thus, nearly the entire transcriptional response signature of the host to the microbiome seems dependent on Myd88 signaling (Supplementary Fig. 6).

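The gene *BX072532.1*, which has no described function, was the only one called in both genotypes. It rose in CONVD larvae by a log2 fold change of 2.48 (standard error 0.30, adjusted p = 1.8e-06 from edgeR) in WT and of 1.80 (standard error 0.31, adjusted p = 0.0095 from edgeR) in mutants. The difference between these did not pass the test (-0.68, adjusted p = 0.84 from edgeR). Its call in mutants was lost without mutant GF 2, GF 3, CONVD 2 or CONVD 3 (adjusted p from 0.054 to 0.13 with edgeR). For the clock gene *nr1d4b* the responses did differ, with a log2 difference of -0.95 (standard error 0.18, adjusted p = 0.0035 from edgeR). Of the 18 genes called in mutants, 17 were not called in WT larvae. With each pair of groups fitted alone, 131 of 143 were not called in WT larvae by edgeR and 88 of 97 by DESeq2.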

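Of 18 AP1 genes, 10 of which fell in CONVD WT larvae, 13 were lower and 1 was higher in GF mutants than in GF WT larvae (13 and 1 when adjusted over the list alone; camera adjusted p = 1.3e-06, and adjusted p = 0.13 with an estimated correlation). On colonization of mutants none of the 18 was called by edgeR (0 when adjusted over the list alone; camera adjusted p = 0.62, median log2 fold change 0.04; 1545 genes over all had an unadjusted p below 0.05). The *fosl1a* transcript stood at 2.13 ± 0.49 CPM (SD, n = 3) in GF mutants and 2.42 ± 0.207 CPM (SD, n = 3) in CONVD mutants, and its response differed between mutant and WT by a log2 difference of 3.62 (standard error 0.33, adjusted p = 8.0e-08 from edgeR). The responses of *jdp2b* and *cebpb* differed by 2.42 (standard error 0.19, adjusted p = 3.9e-09 from edgeR) and 1.67 (standard error 0.28, adjusted p = 0.010 from edgeR), and that of the *myd88* transcript itself by 1.38 (standard error 0.23, adjusted p = 6.1e-04 from edgeR). In GF larvae *fosl1a* was lower in mutants than in WT by a log2 difference of -3.72 (standard error 0.19, adjusted p = 1.4e-14 from edgeR). Of 18 AP1 genes, 8 had a higher response in mutants than in WT and none a lower one (11 when adjusted over the list alone; camera adjusted p = 2.6e-21, and adjusted p = 0.0012 with an estimated correlation).
Among genes that rose in CONVD WT larvae, the macrophage gene *mpeg1.2*, the mucin *muc13a* and both GP2-like *zgc:153932* copies responded less in mutants. The log2 differences of *mpeg1.2* and *muc13a* were -1.41 (standard error 0.27, adjusted p = 0.0034 from edgeR) and -1.08 (standard error 0.23, adjusted p = 0.011 from edgeR), and 2 of 4 GP2 genes were called lower (3 when adjusted over the list alone; adjusted p = 0.0054 with an estimated correlation). With the 6 mutant libraries fitted alone, edgeR called smaller rises in mutants, at log2 fold changes of 0.68 for *mpeg1.2* (standard error 0.14, adjusted p = 0.0038) and 0.74 and 0.64 for the *zgc:153932* copies (standard errors 0.15 and 0.16, adjusted p = 0.0075 and 0.024). In that fit *irg1l* rose by 0.70 (standard error 0.17, adjusted p = 0.018), but its response was not called different between the genotypes. The responses of *angptl4* and *nr1d1* were not called different between the genotypes (log2 differences 0.42 and 0.10, adjusted p = 0.12 and 0.95 from edgeR). Over all genes the response differed for 190 (151 higher and 39 lower in mutants) in edgeR's interaction test, and for 168 of the 380 genes called in WT larvae. The 243 genes that fell in WT larvae had a median log2 fold change of -0.02 in mutants (SD 0.027 over the CONVD mutant libraries), and the 137 that rose had 0.11 (SD 0.038), against -0.71 and 0.78 in WT, where they were chosen. With every library thinned to the depth of the smallest one, an alternative chosen after seeing the data, the response differed for 114 genes. Without WT GF 1, 111 of the genes called in WT larvae had a called difference. From the small overlap between the genes called in the 2 genotypes, the paper proposes that nearly the entire response of the host to the microbiome depends on Myd88 signaling.

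**Figure D2:**
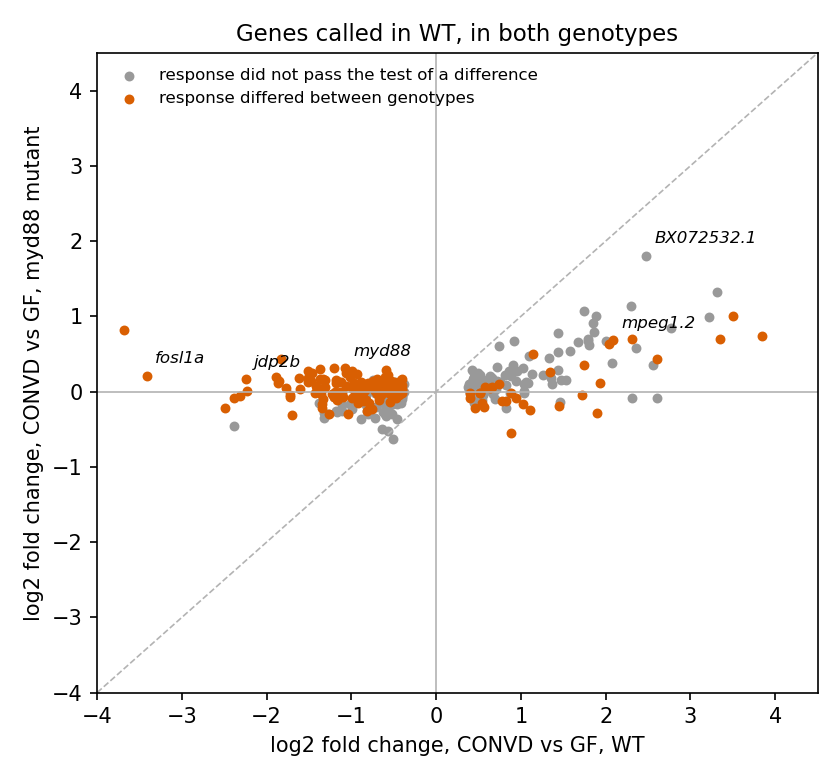
Log2 fold change between CONVD and GF larvae in WT (horizontal axis) and in *myd88* mutants (vertical axis) for the 380 genes called in WT larvae, with a dashed line where the 2 are equal. Orange points mark the 168 genes whose response differed between the genotypes, and most points lie nearer to 0 on the vertical axis than on the horizontal one.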

In contrast to the transcriptome response to colonization in a WT background, there was a very clearly discernable ontology signature in the transcriptomic response of the *myd88* deficient larvae. 

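Genes of the circadian clock were among those called in mutants. Besides *nr1d4b*, the output factor *dbpb*, which activates clock-controlled genes, fell by 0.52 on the log2 scale (standard error 0.10, adjusted p = 0.038 from edgeR), and *cry5*, a light-sensing photolyase relative, rose by 0.41 (standard error 0.08, adjusted p = 0.029 from edgeR). Of 39 clock genes tested, 1 rose and 2 fell (1 up and 5 down when adjusted over the list alone; camera adjusted p = 0.041, and adjusted p = 0.77 with an estimated correlation). The *dbpb* and *cry5* calls were each lost without any 1 of the 6 mutant libraries (adjusted p from 0.084 to 0.29 with edgeR), and that of the list without GF 2, CONVD 1 or CONVD 2 (adjusted p from 0.051 to 0.15 with camera). Over all 36 lists, camera placed 11 below an adjusted p of 0.05 in mutants, 10 of them lower in CONVD larvae, and 0 with an estimated correlation.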

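Lipoproteins, which carry lipids from the intestine, liver and yolk, are built by the apolipoprotein B genes *apobb.1* and *apobb.2*, the transfer protein *mtp* and the triglyceride enzyme *dgat2*. In the fit over all libraries edgeR called none of the 23 genes of apolipoproteins and lipoprotein assembly in mutants (1 down when adjusted over the list alone), although as a list they were lower in CONVD larvae, with a median log2 fold change of -0.29 (camera adjusted p = 4.4e-09, and adjusted p = 0.47 with an estimated correlation). With the 6 mutant libraries fitted alone, a fit whose members were counted after the values were seen, edgeR called 6 of them lower, namely *apoa4b.1* and *apoa4b.2*, which encode apolipoproteins of the intestine, *apobb.1*, *apobb.2*, *mtp* and *dgat2*. Markers of enterocytes and of the liver were lower with them, at medians of -0.31 and -0.16, with 6 of 28 and 2 of 32 called lower in that fit (0 and 1 in the fit over all libraries, 2 and 1 when adjusted over the list alone; camera adjusted p = 1.2e-08 and 3.4e-06, and adjusted p = 0.56 and 0.68 with an estimated correlation). Of 21 genes of bile acid synthesis and transport, 4 were called lower in that fit, among them the bile salt pump *abcb11a* and the synthesis enzyme *cyp8b1* (0 in the fit over all libraries and 3 down when adjusted over the list alone; camera adjusted p = 7.8e-04, and adjusted p = 0.47 with an estimated correlation). Of 27 genes of cholesterol synthesis none was called in either fit (0 when adjusted over the list alone; camera adjusted p = 2.9e-04, and adjusted p = 0.56 with an estimated correlation). Of 20 genes of reverse cholesterol transport, the exporter *abca1b* was called lower in the fit of the mutants alone (0 in the fit over all libraries and 1 down when adjusted over the list alone; camera adjusted p = 0.048, from 0.075 to 0.25 without mutant GF 2, GF 3, CONVD 1 or CONVD 2, and adjusted p = 0.74 with an estimated correlation). Fatty acid synthesis (15 genes; camera adjusted p = 0.62) and fatty acid oxidation (28 genes; camera adjusted p = 0.054) had no called gene in either fit and 0 when adjusted over the list alone. Over all genes in mutants, 1545 had an unadjusted p below 0.05 in the fit over all libraries. In the fit of the mutants alone, 105 of 22861 tested genes were called lower. With an estimated correlation 8 of 36 lists passed in CONVD WT larvae and 0 in mutants, and no lipid list passed in either. That correlation was estimated over all 18 libraries and holds the spread of the WT pools too. It therefore cannot decide whether the lipid lists changed in mutants. In CONVD WT larvae none of the 23 lipoprotein genes was called (0 when adjusted over the list alone; camera adjusted p = 0.50), and 1 of 27 cholesterol synthesis genes fell (2 when adjusted over the list alone; camera adjusted p = 0.024, and adjusted p = 0.64 with an estimated correlation). The response of lipoprotein genes was lower in mutants than in WT as a list, with none called by edgeR (0 when adjusted over the list alone; camera adjusted p = 3.0e-06, and adjusted p = 0.33 with an estimated correlation).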

Whereas the WT response included genes of several different functional classes, primarily transcription factors and intracellular signaling molecules, the 78 genes making up the *myd88* deficient response exhibited a very strong trend towards lipid metabolic processes (see Supplementary Table 7 and Supplementary Fig. 7 for comparative GO analysis). Most of these genes also differed in their expression levels between the WT and *myd88* mutants independently of microbial colonization status (Supplementary Tables 2 and 3). These data seem to indicate an important role for Myd88 in maintaining metabolic homeostasis, which is sensitive to colonization status. 

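The clock repressor *nr1d4b* was higher in mutants than in WT among GF larvae, by a log2 difference of 0.44 (adjusted p = 0.0048 from edgeR), and lower among CONVD larvae, by -0.51 (adjusted p = 0.002 from edgeR). Of the 18 genes called for colonization in mutants, 13 were also called between the genotypes in GF larvae, 15 in CONVD larvae and 12 in both (66.7%). Of all tested genes, 31.3% and 29.7% were called between the genotypes (Fisher's exact test, p = 4.3e-04 and 3.8e-06). With the 2 groups of each comparison fitted alone, 91 of 143 were called in both by edgeR (63.6%) and 69 of 97 by DESeq2 (71.1%). Genes of the liver, of enterocytes, of lipoprotein assembly and of cholesterol synthesis were higher in mutants than in WT. In GF larvae 28 of 32 liver genes were higher and none lower (29 when adjusted over the list alone), 22 of 28 enterocyte genes were higher and 1 lower (22 and 1 when adjusted over the list alone), 20 of 23 lipoprotein genes were higher (20 when adjusted over the list alone), and 20 of 27 cholesterol synthesis genes (20 when adjusted over the list alone). The camera adjusted p were 1.6e-11, 5.2e-08, 3.3e-09 and 3.0e-08, and with an estimated correlation the adjusted p = 0.22, 0.34, 0.20 and 0.16. In CONVD larvae 23 liver genes (26 when adjusted over the list alone), 19 enterocyte genes (19), 15 lipoprotein genes (15) and 20 cholesterol synthesis genes (20) were higher, again without passing with an estimated correlation (adjusted p = 0.5, 0.5, 0.5 and 0.35). The pools of one genotype came from parents other than those of the other, which the genotype cannot be told apart from. A gene called for colonization on the mutant libraries was tested on those same libraries between the genotypes, so the share is not independent of the first call.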

Considering our qPCR and in situ hybridization results, indicating that the gut and liver are important organs of *myd88* transcriptional upregulation under germ-free conditions (Fig. 2b, c, d), it may indicate an unappreciated role for Myd88 in mediating some of the intriguing effects of the microbiome on energy homeostasis.

### A common microbiota-responsive host transcriptome

The germ-free and conventionalized larvae represent extremes on a scale of complexity of interactions between the host and the intestinal microbial communities, from an absence of microbial colonization and host-microbe interactions in germ-free larvae to the much greater complexity of uncharacterized communities in conventionalized larvae. To assess the effects of this complexity, we examined the impact of colonization by specific species on the transcriptomic response of the host. To this end, we compared the transcriptomic responses of germ-free larvae with two mono-associated groups of embryos, each colonized with a single commensal bacterial species. 

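In the mono-associated groups, GF WT larvae were exposed from 3 DPF to a single strain, *Exiguobacterium* (EXI) or *Chryseobacterium* (CHRYS). The paper gives a bacterial density of 0.005 absorbance units at 600 nm for this exposure and the sample labels give 0.05, so the dose is uncertain. In colony forming units (CFU) per ml, the paper gives about 2000000 for EXI, 12000000 for CHRYS and 4000 for CONVD larvae. Differences between the colonized groups thus cannot be told apart from the dose in the water. The paper estimated about the same CFU burden per larva for both strains. Its estimate for CONVD larvae was somewhat lower, a far smaller gap than that in the water. Each group had 3 pools of 15 larvae. Total counts per library ranged from 8057429 to 14578628 (median 9149043) in EXI larvae and from 6404744 to 11582884 (median 6740738) in CHRYS larvae. Each group was compared with the same 3 GF libraries that the CONVD group was compared with, in the fit over all 18 libraries. On the first 2 principal components of the WT libraries, CHRYS 1 (39.3 and 24.9) and CHRYS 3 (13.1 and -42) stood apart from the others, while CHRYS 2 lay at 8.2 and -2.7. Enterocyte and liver genes were lower in CHRYS 1 than in CHRYS 2 and 3, with mean log2 deviations of -0.96 against -0.43 and -0.42 for enterocyte genes and of -0.65 against -0.32 and -0.32 for liver genes.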

The species were *Exiguobacterium* ZWU0009 (phylum Firmicutes) and *Chryseobacterium* ZOR0023 (phylum Bacteroidetes), both of which represent phylae of major research interest in humans and mice^33,34^, though not numerically dominant species in zebrafish intestinal communities^8,23,35^. Thus, the mono-associated colonization groups are likely to represent very different microbial communities to those of the conventionalized group, and any transcriptional regulation that is shared between such diverse colonization conditions is likely to be very robust to differences in the nature of colonizing microbial communities. Successful enteric colonization in mono-associated embryos was verified microscopically using the amine-reactive Dye-light fluorescent labeling system (Fig. 3a). 

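Mono-association moved many of the genes that conventionalization moved. The macrophage gene *mpeg1.2* rose in EXI larvae by a log2 fold change of 2.29 (standard error 0.20, adjusted p = 2.0e-08 from edgeR) and in CHRYS larvae by 1.14 (standard error 0.24, adjusted p = 0.005 from edgeR). The lipase inhibitor *angptl4* fell in EXI larvae by 0.55 on the log2 scale (standard error 0.09, adjusted p = 6.1e-04 from edgeR) and did not pass in CHRYS larvae (-0.31, standard error 0.09, adjusted p = 0.075 from edgeR). The cytochrome gene *cyp1a*, which is switched on by the aryl hydrocarbon receptor, rose in CHRYS larvae alone, from 16.4 ± 1.62 to 60.4 ± 4.05 CPM (SD, n = 3), a log2 fold change of 1.88 (standard error 0.10, adjusted p = 2.3e-14 from edgeR). In all, edgeR called 352 genes in CHRYS larvae (99 up and 253 down) and 177 in EXI larvae (64 up and 113 down). Of the EXI genes, 146 were also called in CONVD larvae in the same direction, as were 240 of the CHRYS genes. Independent lists of these sizes would share 0.375 genes up and 1.18 down, and 0.58 up and 2.63 down. The 3 comparisons share their GF libraries: in 20 simulated sets with shared controls and no change, at most 2 and 1 genes were shared. The log2 fold changes of EXI and CONVD correlated across genes at 0.644, and at 0.563 (median) in the simulated sets. For CHRYS and CONVD these were 0.646 and 0.534. The covariances were 0.0461 and 0.0532, and 0.0256 and 0.0252 (medians) in the simulated sets. Genes are not independent replicates, and the simulated sets, which drew each gene on its own, leave out genes that shift together in the GF pools. The controls were not split, as 3 GF libraries do not give 2 to each part. Part of the overlap may thus come from the GF libraries. With its 2 groups fitted alone, CHRYS gave 200 genes with edgeR, 188 of them among the 352, and 219 with DESeq2. In the same way EXI gave 154 with edgeR and 146 with DESeq2. The biological coefficient of variation was 9.47% in the GF and CHRYS libraries alone, against 4.09% in the mutants that the fit over all libraries takes in. The *mpeg1.2* call in CHRYS larvae was lost without CHRYS 2 (log2 fold change 0.87, adjusted p = 0.13 from edgeR), and *angptl4* was called without CHRYS 3 (-0.48, adjusted p = 1.5e-05 from edgeR).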

The transcriptomics results yielded 168 and 122 significantly regulated transcripts in response to mono-association with *Chryseobacterium* and *Exiguobacterium*, respectively, and show a very clear overlap with the host transcriptome response to conventionalization (Fig. 3b and Supplementary Tables 4 and 5). The magnitude of the responses in different conditions were more variable. 

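The AP1 subunit *fosl1a* fell by 2.01 on the log2 scale in EXI larvae (standard error 0.17, adjusted p = 2.4e-08 from edgeR) and by 3.09 in CHRYS larvae (standard error 0.20, adjusted p = 3.9e-11 from edgeR). It was lower in CONVD than in EXI larvae by a log2 difference of -1.4 (standard error 0.21, adjusted p = 8.7e-04 from edgeR) and higher in EXI than in CHRYS larvae by 1.08 (standard error 0.24, adjusted p = 0.022 from edgeR), while CONVD and CHRYS did not differ (-0.32, adjusted p = 0.96 from edgeR). Its levels were 6.86 ± 1.45 CPM in EXI and 3.42 ± 2.12 CPM in CHRYS larvae (SD, n = 3). The kinase *sik1* fell by 0.41 in EXI and by 1.38 in CHRYS larvae on the log2 scale, and was lower in CONVD than in EXI larvae by -0.79 (standard error 0.08, adjusted p = 2.8e-06 from edgeR). The itaconate gene *irg1l* was higher in EXI than in CHRYS larvae by a log2 difference of 1.37 (adjusted p = 1.7e-04 from edgeR). Of 18 AP1 genes, 6 were lower in CONVD than in EXI larvae and none higher (10 when adjusted over the list alone; camera adjusted p = 9.6e-19, and adjusted p = 0.0024 with an estimated correlation). The *sik1* call in EXI larvae was lost without GF 1 or EXI 2, where its log2 fold change was -0.37 and -0.32.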

Overlaying the sets of genes which met the regulation criteria of fold change and *P*-value yielded 65 genes shared among the three data-sets. 

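The genes called in CONVD, EXI and CHRYS larvae alike included 6 of 18 AP1 genes (*fosl1a*, *jdp2b*, *batf*, *fosb*, *fosl2* and *atf3*), the adapter *myd88*, the immediate early genes *nr4a1*, *nr4a3*, *sik1* and *klf4*, and the glucocorticoid-induced genes *fkbp5*, which encodes a chaperone of the glucocorticoid receptor, *igfbp1a* and *igfbp1b*. In EXI larvae *jdp2b*, *batf*, *fosl2* and *atf3* fell by 0.82, 0.68, 0.65 and 0.68 on the log2 scale, and in CHRYS larvae by 2.27, 1.81, 0.88 and 0.93. The *myd88* transcript fell by 0.89 in EXI (standard error 0.16, adjusted p = 0.0012 from edgeR) and by 0.94 in CHRYS larvae (standard error 0.17, adjusted p = 6.7e-04 from edgeR). In all, 112 genes were called in the 3 groups. With the 2 groups of each comparison fitted alone, edgeR gave 71 and DESeq2 gave 77. None of the 20 simulated sets with shared GF controls and no change held a gene called in all 3 comparisons, against 0.0016 genes up and 0.013 down in independent lists. Each simulated gene was drawn on its own. The sets thus cannot show what GF pools whose genes shift together would share. The *fkbp5* call in EXI larvae was lost with the 2 groups alone (adjusted p = 0.22 from edgeR) and without EXI 2 or EXI 3 (adjusted p = 0.054 and 0.098 with edgeR), and that of *igfbp1b* without GF 1 (adjusted p = 0.086 with edgeR).

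**Figure D3:**
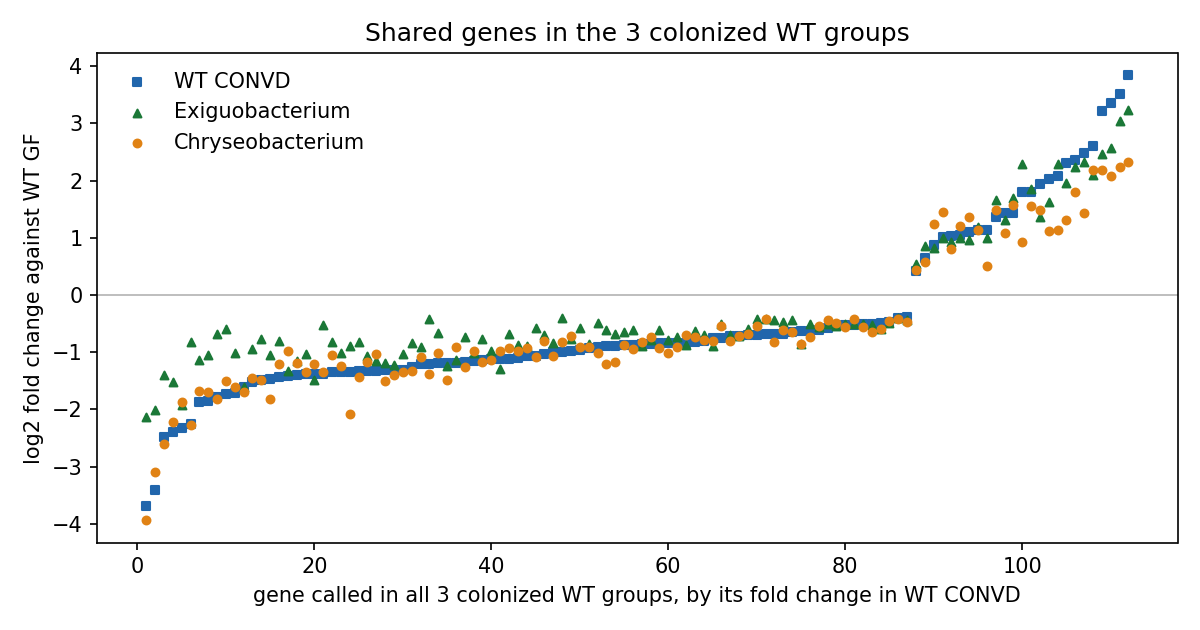
Log2 fold change against GF larvae of the 112 genes called in CONVD (squares), *Exiguobacterium* (triangles) and *Chryseobacterium* (circles) WT larvae, ordered by the change in CONVD larvae. The EXI points of many of the genes with the largest falls lie nearer to 0 than the CONVD and CHRYS points.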

All were regulated in the same direction, 60 down and 5 up (Fig. 3c, d). This shows that many of the transcriptional effects regulated by colonization by a complex microbial community can be mimicked by mono-association, an exposure that must be considered drastically different in nature from conventionalization. 

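Among the shared genes that rose were both GP2-like *zgc:153932* copies, *mpeg1.2*, *irg1l* and *BX072532.1*. In EXI larvae the *zgc:153932* copies rose by log2 fold changes of 3.24 and 1.63, and *irg1l* by 2.3 (standard error 0.21, adjusted p = 7.6e-08 from edgeR). In CHRYS larvae they rose by 2.32 and 1.13, and *irg1l* by 0.93 (standard error 0.25, adjusted p = 0.046 from edgeR). Among those that fell was the clock cryptochrome *cry1bb*, at log2 fold changes of -1.37 in CONVD, -0.53 in EXI and -1.35 in CHRYS larvae. All 112 genes moved in the same direction against the same GF libraries, 87 down and 25 up. With the 2 groups of each comparison fitted alone, edgeR gave 60 down and 11 up, and with 1 library left out from 12 (without CHRYS 2) to 28 (without EXI 1 or CHRYS 1) rose. The *cry1bb* call in EXI larvae was lost with the 2 groups alone (adjusted p = 0.17 from edgeR) and without GF 1 or GF 2 (adjusted p up to 0.093 with edgeR).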

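AP1 genes as a list were lower than in GF larvae after mono-association with CHRYS, where 10 of 18 fell and none rose (10 when adjusted over the list alone; camera adjusted p = 1.2e-16, and adjusted p = 0.0036 with an estimated correlation). In EXI larvae 6 fell and none rose (3 up and 6 down when adjusted over the list alone; camera adjusted p = 1.4e-04, and adjusted p = 0.25 with an estimated correlation). Immediate early genes fell in CHRYS larvae, 11 of 27 (12 when adjusted over the list alone; adjusted p = 0.035 with an estimated correlation). In EXI larvae 4 fell (3 up and 7 down when adjusted over the list alone), the list did not pass (camera adjusted p = 0.15), and its median and mean log2 fold changes, 0.09 and -0.10, differed in sign. GP2 genes rose in EXI (2 of 4, and 2 when adjusted over the list alone; adjusted p = 0.037 with an estimated correlation) and in CHRYS larvae (3 of 4, and 3 when adjusted over the list alone; adjusted p = 0.031 with an estimated correlation). The paper reasons that exposure to a single strain is drastically different from conventionalization, and from the shared genes concludes that many effects of a complex community can be mimicked by mono-association.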

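Genes of the shared set moved by different amounts. The 87 that fell had median log2 fold changes of -1.07 in CONVD, -0.78 in EXI and -0.98 in CHRYS larvae, and the 25 that rose had 1.79, 1.66 and 1.36. For *jdp2b*, which changed least in EXI larvae, the log2 difference between CONVD and EXI larvae was -1.42 (standard error 0.14, adjusted p = 3.8e-07 from edgeR). For *myd88*, none of the differences between the colonized groups was called (log2 differences of -0.18, -0.14 and 0.05). Of the 112 genes, 12 differed between CONVD and EXI larvae, 5 between CONVD and CHRYS larvae and 18 between EXI and CHRYS larvae by edgeR's test. The factor *cebpb* was not in the set, since its fall in EXI larvae did not pass (-0.74, standard error 0.18, adjusted p = 0.096 from edgeR). It was called there with the 2 groups alone (adjusted p = 1.6e-05 from edgeR), while its call in CHRYS larvae (-1.46, adjusted p = 9.4e-04 from edgeR) was lost with the 2 groups alone (adjusted p = 0.087 from edgeR).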

The identified set of 65 shared genes can be used as a common marker set of shared transcriptional response which seems independent of the nature or treatment dose of the stimulating microbiota.

**Fig. 3:**
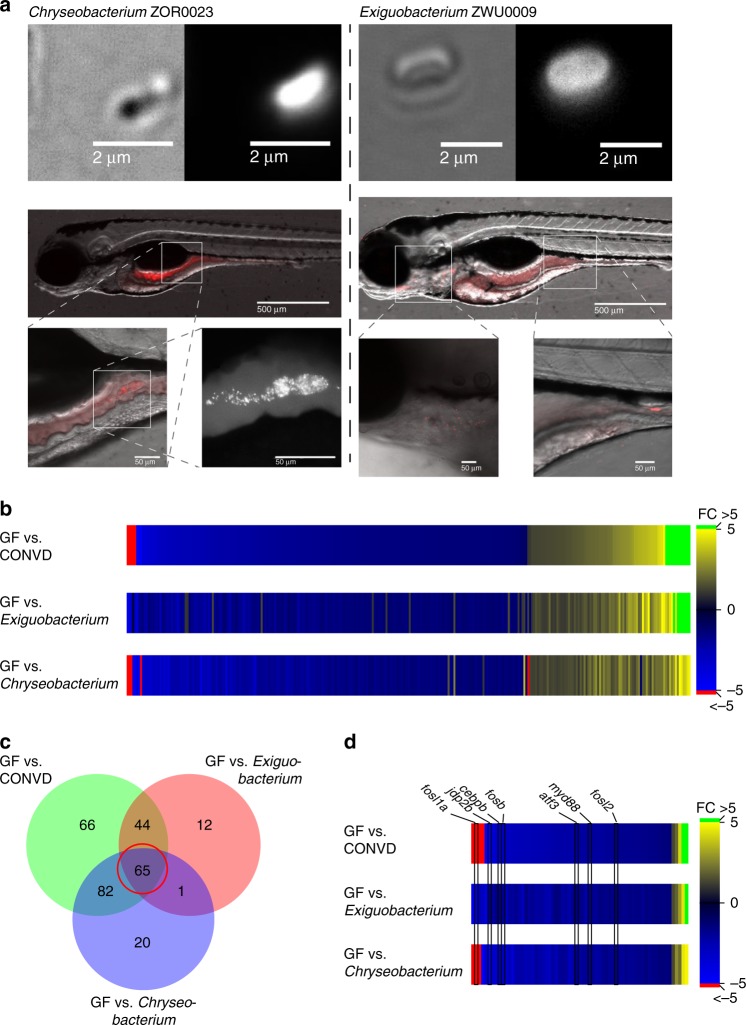
Mono-associated treatment groups help refine the colonization sensitive genes. **a** *Chryseobacterium* ZOR0023 (phylum Bacteriodetes) and *Exiguobacterium* ZWU0009 (phylum Firmicutes) visualized microscopically using the amine-reactive Dye-light fluorescent labeling system, colonizes different parts of the intestinal tract of the larvae. By plating homogenized embryos, the colonizing CFU burden was estimated to be approximately 70–75 for each, colonization patterns represent observations made in three independent colonization experiments. **b** Heat map displaying the normalized fold changes of 290 transcripts which reached statistical significance as differentially expressed in at least one of the colonized samples compared to germ-free. **c** Venn diagram showing the overlap in genes that make the significance cut-off for differential expression in the different colonized groups versus germ-free. **d** The central group of genes in the Venn diagram defines a group of 65 genes which all exhibit similar transcriptional responsiveness to bacterial colonization. These 65 genes represent strong candidates for markers of the shared transcriptional response. *Myd88*, along with several transcription factor encoding genes known to function downstream of Myd88, are among them

### Suppression of Myd88 transcription is dependent on TLR2

The sensitivity of *myd88* transcription to colonization points to the presence of a sensing mechanism whereby the host responds to the presence of microbes. While analyzing the shared transcriptional response marker set (Fig. 3c) we identified a large overlap with a set of 48 transcripts constituting the Tlr2 dependent response to the injection of the synthetic ligand Pam3CSK4 which mimics the bacterial lipopeptide^32^ (see Fig. 4a). 

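Of the genes that Fig. 4a places in both sets, 10 were called in CONVD, EXI and CHRYS larvae in edgeR's test. They were the AP1 genes *fosl1a* and *fosb*, the immediate early genes *nr4a1* and *sik1*, the pleckstrin gene *plek2*, *dok1a*, an adapter that dampens receptor tyrosine kinases, *pnp5a*, an enzyme of purine salvage, *tuft1a*, a gene of tooth enamel matrix that is also expressed elsewhere, and *si:dkey-79d12.5* and *CU019646.2*, whose functions are not described. The other one, *cebpb*, was called in CONVD and CHRYS larvae. In EXI larvae the *CU019646.2* call was lost without GF 2, GF 3 or any 1 of the EXI libraries (adjusted p from 0.073 to 0.12 with edgeR), and the *pnp5a* call without GF 2 or GF 3 (adjusted p = 0.061 and 0.068 with edgeR).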

Out of the 65 shared response transcripts, 11 were shared with the Tlr2 dependent transcription response set. In contrast, there was no overlap with a Tlr5 dependent transcription response set of the same study^32^. To investigate whether Tlr2 could be involved in the microbial suppression of *myd88* transcription, we performed qPCR analysis to assess transcription of *myd88* and two other shared transcriptional response markers in conventionalized and germ-free larvae of Tlr2 loss of function mutant fish line (*tlr2*^sa19423^, see materials and methods) compared to wildtype siblings (Fig. 4c). The results show that the down regulation of *myd88* transcription in response to colonization only occurs in the WT siblings and not in Tlr2 mutants. In the Tlr2 mutant, the regulation of the two other selected markers of the shared transcriptional response, *cebpb* and *fosl1a*, was no longer significant. We performed extensive confocal laser scanning microscopy of isolated intestines of L-plastin stained Tlr2 mutant and control fish to verify that Tlr2 was involved in mediating the immune regulation in the intestine. These data show that the microbiome induced intestinal immune regulation, affecting intestinal leukocyte populations, was no longer apparent in Tlr2 mutants (Fig. 4d), confirming that Tlr2 and Myd88 are both implicated in the microbiome-mediated intestinal immune regulation. Taken together these data suggest the presence of a microbiome sensitive immune regulatory mechanism, functioning through Tlr2 and Myd88 to regulate intestinal leukocyte status in response to colonization.

**Fig. 4:**
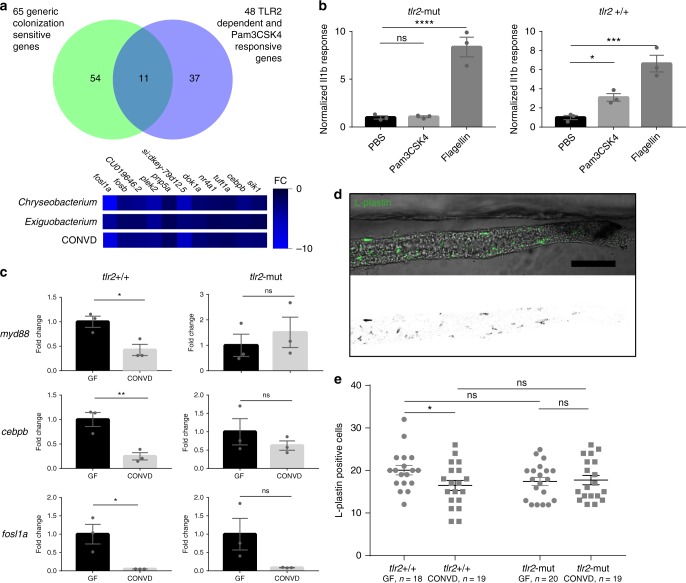
Microbiome transcriptional control of *myd88* is dependent on Tlr2. **a** Venn diagram showing the overlap between the identities of 65 primarily suppressed transcripts displaying transcriptional sensitivity to all the different colonization modes tested in this study, and thus are strong markers of the shared transcriptional response, with 48 primarily induced transcripts displaying Tlr2 dependent transcriptional sensitivity to injection of the synthetic ligand Pam3CSK4. 11 transcripts were shared among the two sets, all of which are suppressed by colonization, but induced by Pam3CSK4 in a Tlr2 dependent manner. **b** Q-PCR analysis comparing the inflammatory *il1b* response to injection of Tlr2 ligand (PAM3CSK4), Tlr4 ligand (LPS) and control (PBS) in Tlr2-mut and Tlr2 + / + 1 h after injection. (mean ± s.e.m., *n* = 3 biological replicates, 10 embryos per group), *P ≤ 0.05 ***P ≤ 0.001; ****P ≤ 0.0001, by Student’s *t*-test. **c** Q-PCR analysis comparing the relative expression levels of *myd88, fosl1a* and *cebpb*, in conventionalized (CONVD) versus germ-free (GF) conditions in Tlr2 deficient mutants versus WT siblings. (mean ± s.e.m., *n* = 3 biological replicates, 15 embryos per group), *P ≤ 0.05; **P ≤ 0.01, by Student’s *t*-test. **d** Representative image of intestines excised from L-plastin stained embryos. Scalebar represents 100 µm. **e** The elevated leukocyte presence under germfree conditions in the WT siblings was not observed in Tlr2 mutants. Figure is representative of three independent replications, *P ≤ 0.05; by two-way ANOVA with Bonferroni correction for multiple comparisons, error bars represent standard error of the mean

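The gene with the largest fall of these in CONVD larvae after *fosl1a* was *si:dkey-79d12.5*, at log2 fold changes of -2.49 in CONVD, -1.4 in EXI and -2.60 in CHRYS larvae. The actin regulator *plek2* fell by 1.93 in EXI and 1.87 in CHRYS larvae on the log2 scale. The adapter *dok1a* fell by 1.32, 1.23 and 1.4 in CONVD, EXI and CHRYS larvae, *tuft1a* by 0.83, 0.74 and 0.91, *pnp5a* by 0.97, 0.58 and 0.90, *nr4a1* by 1.06, 0.57 and 1.08, and *CU019646.2* by 1.85, 1.06 and 1.69. In edgeR's quasi-likelihood test the adjusted p of these genes lay between 1.2e-11 (*si:dkey-79d12.5* in CONVD larvae) and 0.025 (*CU019646.2* in EXI larvae). In mutants no gene of this group was called on colonization in the fit over all libraries. Their interaction terms, which test whether mutants and WT larvae responded alike, were all called and positive, from 0.72 for *tuft1a* (standard error 0.12, adjusted p = 5.2e-04 from edgeR) to 3.62 for *fosl1a*. These genes were chosen for their fall in the same WT libraries, which favors a positive sign. In GF mutants *plek2* stood at 4.37 CPM, against 21.4 in GF and 4.40 in CONVD WT larvae. The level of *nr4a1* there, 75.1 CPM, lay between those of GF (125) and CONVD (59.7) WT larvae. Genotype and parents cannot be told apart in these levels. Samples injected with the Tlr2 ligand were not analysed here.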

## Discussion

Our results show that germ-free conditions are characterized by a lower number of neutrophils in the intestines compared to conventionalized conditions, in line with previous observations from similar zebrafish studies^9^. We show that the neutrophil responses of the intestine are dependent on Myd88. Additionally, we show a significant, Myd88 dependent, elevation of macrophage presence in the intestine under germ-free conditions.

The fact that the elevated intestinal macrophage infiltration in germ-free conditions is dependent on Myd88 is intriguing, as the canonical function of Myd88 is to initiate inflammatory responses upon TLR stimulation, which is supposed to be absent under germ-free conditions. To resolve this conundrum, we analyzed the system wide transcriptomic responses mounted by the host in response to microbial colonization. Unexpectedly, we found that *myd88*, along with several other genes known to be regulated in a Myd88 dependent manner during bacterial infection, is among the down regulated genes in conventionalized larvae.

Having defined a gene marker set of the transcriptional response signature of the host to the microbiome and considering that suppressed *myd88* expression is a key element of this response, we investigated the function of Myd88 in the host response to microbial colonization. Results from *myd88* deficient mutants revealed that Myd88 signaling is indispensable for this response. This dependence on Myd88 could reflect the simplicity of the larval colonization system we used, that is defined by never-fed conditions and thereby eliminating a number of confounding factors. While this experimental set-up allows us to draw strong conclusions regarding Myd88 dependence and innate immune cell responses, extrapolation of the results to more complex, conditions of microbiome interactions and colonization in the presence of an adaptive immune system and feeding should be done with caution. Nevertheless, the model is a good complement to present murine models as this model allows different factors to be added in sequentially. This can aid in dissecting the influences deriving from different factors such as specific microbial species, host genotypes or diet.

Using a gnotobiotic system we investigated whether the identified gene marker set for the transcriptional response signature of the host to the microbiome is dependent on microbiome diversity. The transcriptional response signature is remarkably similar, and, in most cases, the same genes are regulated in the same direction when comparing two mono-associations with conventionalized conditions. This is interesting given that the conventionalized communities, though not characterized, are assumed to be dominated by gamma proteobacteria which have been found to be numerically dominant in the intestines of young zebrafish larvae^36^, while the Bacteroidetes and Firmicutes are much less prominent. In this way, we could define a generic set of 65 genes which display robust responsiveness to colonization by simple mono-association, as well as to complex undefined communities of the conventionalized groups (Fig. 3b, c). This generic set included *myd88* along with several of the other signature transcripts of shared transcriptional response (Supplementary Table 1 and Fig. 3d), indicating that microbiome suppression of *myd88* transcription, can also be exerted by both of the species of commensal bacteria tested in this study. Interestingly, a microarray transcriptome study of germ-free versus conventionalized conditions by Kanther et al.^10^, a study in which the larval host had received feeding and analysis took place at 6 DPF, revealed little overlap of regulated transcripts with our shared response transcript set. Since our shared response gene set appears to be very robust to deviations in the composition of commensal microbial communities, it seems unlikely that all the differences are caused by the differences in microbial communities in the conventionalization protocol. Several other possible reasons might add to explaining these differences, including circadian regulation, zebrafish genetic strains or the introduction of feeding in the system.

In the *myd88* deficient background the transcriptomic response to microbial colonization exhibits a profile of expressional alterations with a striking enrichment in genes involved in lipid mobilization, bile production and reverse cholesterol transport (RCT) (Supplementary Table 3). This observation is very interesting considering the recent findings, that myd88 switches metabolic pathways toward obesity in response to nutritional status^21^. Our experiments suggest that microbial exposure and colonization of the intestine, in *myd88* deficient embryos strongly influences the transcriptomic levels of important genes involved in lipid and cholesterol metabolism, which are stable under the same treatment regime in WT embryos. These findings seem to indicate that Myd88, in addition to acting as an epithelial sensor of nutritional intake^21^, also plays an important role in maintaining relatively steady transcriptional levels of genes involved in lipid metabolism, despite alterations in the composition of the enteric microbial communities. Interestingly many genes of these metabolic pathways affected by colonization in the *myd88* mutant were recently found to be affected by colonization in mutants of the *hnf4a* gene, which specifically binds and activates a microbiota suppressed intestinal epithelial transcriptional enhancer^37^. It will be interesting to study whether there is a functional link between myd88 mediated microbial recognition and the Hnf4 gene, and its link with inflammatory bowel diseases as shown by Davison et al.^37^. Though it is beyond the scope of this study to characterize in full the implications of *myd88* deficiency to the metabolic health of the host, we believe that it merits further experimental attention.

The canonical mechanism of TLR signaling upon ligand stimulation works by bringing the intracellular Toll/Interleukin-1 receptor (TIR) domains of the receptors into close proximity^38–40^. These domains of dimerized receptors serve as a fundamentally important scaffold on which adaptors, most importantly Myd88, can form the macromolecular protein complex known as the myddosome. In this complex Myd88 serves to relay the signal initiated by TLR dimer formation to the downstream signaling partners of the interleukin-1 receptor-associated kinase (IRAK) family^41^. This occurs through homotypic protein domain interactions between the TIR domains of the ligand stimulated TLR dimers and Myd88, and between the DEATH domains of Myd88 and IRAK family members. It is a fundamental feature of this signaling mechanism that Myd88 does not spontaneously self-oligomerize and trigger ligand independent signaling^42–44^. In light of these established signaling events our results provide novel mechanistic insights that we have summarized in a model (Fig. 5). This model predicts the presence of a hitherto unknown negative feedback regulation mechanism, in which some pattern recognition receptor mediated signaling is responsible for the transcriptional down regulation of *myd88* in response to microbial associated molecular patterns (MAMPs), and the absence of such dampening MAMP signaling leads to the upregulation of *myd88*. Our results obtained in the Tlr2 mutant shows that this toll-like receptor is involved in the suppression of Myd88 expression exerted by the microbiome. This result gives support for the previously published function of TLR2 in establishing colonization by a commensal of the human microbiota^12^. Despite this realization the mechanism is not straightforward to comprehend. The 11 overlapping transcripts between the 65 shared transcriptional response markers and the 48 genes constituting the Tlr2 dependent response to PAM3CSK4 (Fig. 4), are universally oppositely regulated in response to conventionalization compared to the Tlr2 mediated response to the injected ligand, i.e., the *cebpb/d* and AP1 transcription factors are induced by PAM3CSK4^32^ but suppressed by conventionalization. That means, in terms of Tlr2 dependent transcriptional regulation, that the germ-free state is more reminiscent of one where a PAMP has been injected. By extension, the introduction of microbes in this model suppresses a Tlr2-Myd88 driven immune status, which possibly causes the altered intestinal leukocyte infiltration. Several explanations could be proposed to account for this paradoxical observation that the absence of ligand in the germ-free state can lead to a transcriptional profile that resembles a ligand induced TLR2 response. It is conceivable that the signaling reflects a stimulation by an endogenous ligand. Myd88 is known to facilitate TLR mediated signaling of various damage-associated molecular patterns (DAMPs) in certain instances of wounding or cancer (see^45–47^ for recent reviews). However, while DAMP signaling cannot be conclusively excluded, the absence of any obvious cause of tissue damage in the germ-free embryos, and the lack of evidence for the induction of inflammatory cytokines seems to argue against DAMP driven signaling as a cause, as they are generally considered proinflammatory in nature^45–47^. Rather, we propose that the elevated *myd88* could be the driver of a ligand independent response characterized by induction of the genes encoding the CCAAT/enhancer binding proteins and AP1 transcription factors. If this is the case, it would, to the best of our knowledge, be the first described in vivo example of this, though it has been shown in vitro^48^. Two mutually nonexclusive interpretations could be proposed: either Myd88 above a certain intracellular threshold concentration will self-oligomerize, independently of external signals, or an aberrant low-level myddosome formation might occur either at non-dimerized TLRs or at non-stimulated TLR dimers, generating a low base level of signaling, which is exacerbated by external stimulation, but can also be affected by elevated *myd88* transcription. Further studies are needed to elucidate the exact nature of such a feedback regulated mechanism, including the specific function of TLR2 in the intracellular relay mechanism.

**Fig. 5:**
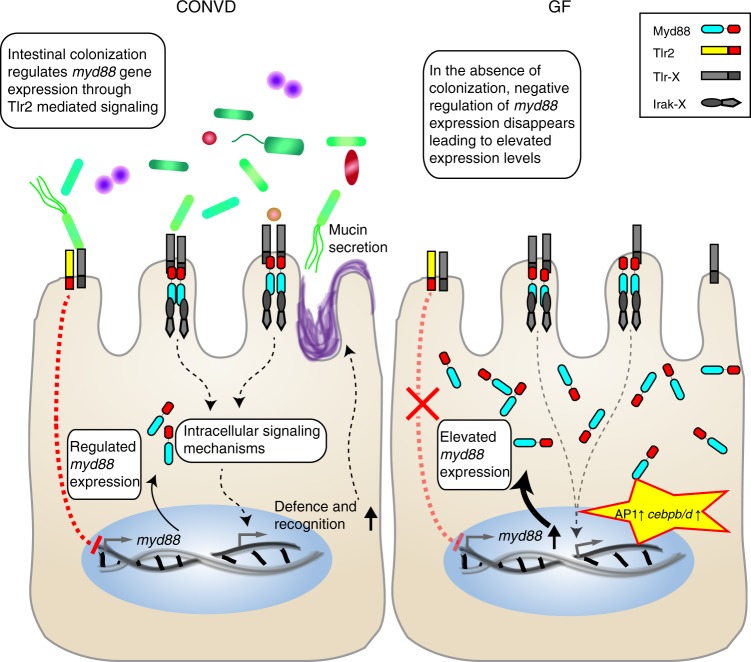
Model of colonization-driven Myd88-dependent transcriptional feedback mechanism. In the normal colonized state (CONVD), one or more microbial associated molecular pattern(s) is perceived by Tlr2 in an, as yet, unidentified receptor constellation. The resulting intracellular signaling events have a suppressing effect on *myd88* transcriptional activity, keeping the intracellular Myd88 concentration below what is permissible for it to induce ligand independent signaling events, yet still high enough for normal TLR stimulated responses to occur. Normal Tlr stimulated Myd88 dependent signaling leads to protective mucin secretion in the intestine. In the germ-free (GF) state, the absence of the Tlr2 mediated negative regulation of *myd88* transcription leads to elevated intracellular concentrations, sufficient to drive ligand independent signaling including transcripts associated with a Tlr2 dependent ligand stimulated response such as those encoding AP1 transcription factors and CCAAT/enhancer binding proteins

## Methods

### Zebrafish maintenance and embryonic rearing

Zebrafish were handled in compliance with animal welfare regulations and maintained according to standard protocols (http://zfin.org). The breeding of *myd88−/−* (*myd88*^hu3568^), and *tlr2-*mutant (*tlr2*^*sa19423*^) mutant fish was approved by the local animal welfare committee (DEC) of Leiden University (license number 10612, protocol 12232). *Myd88−/−* have been outcrossed at least three times to wildtype ABTL since entering our facility. In the *tlr2*-mutant fishline (*tlr2*^sa19423^—https://zfin.org/ZDB-ALT-131217-14694) resulting from an ENU mutation screen from the Sanger Institute, a thymine to adenine point mutation, creates a premature stop codon at amino acid 549 in the C-terminus of the leucine-rich repeat (LRR) domain. The result is a truncated protein with no Toll/IL-1 receptor (TIR) domain, which cannot interact with Myd88 and Tirap (Mal)^49,50^. The mutant has been outcrossed three times to ABTL since entering our facility, the larvae in these experiments were the offspring of separated genotyped adults (*−/−* and +/+) from a heterozygous incross. The mutant is considered a loss of function mutant as it is found to phenocopy a morphant response^32^ to TLR2 ligands (Fig. 4).

Germ-free and conventionalized embryo groups were generated essentially in accordance with the “Natural breeding method” previously described^24^, with few deviations: (I) all embryonic groups were maintained at a density of three embryos per ml in autoclaved egg water (60 μg/ml Instant Ocean Sea Salt, (Spectrum Brands, Blacksburg, USA)). (II) to generate conventionalized groups, rather than introducing systems water directly, as described in ref.^24^, we kept one dish of conventionally reared larvae (of WT (ABTL) parental cross which were reared in a non-sterile fashion) in sterilized egg water, with one daily water change, and maintained at the same density and temperature as treatment groups. At the time of conventionalization, egg water from this dish was used in a 1:50 dilution with sterilized egg water to conventionalize the larvae. This exposure corresponded to approximately 4 × 10^3^ colony forming units (CFU) per ml. This CFU burden was estimated to correspond to approximately 50 CFU per embryo by plating of homogenized embryos. No media were changed from 3 to 5 DPF in any group. The assignment into groups was entirely random, with no consideration to larval behavior or appearance other than the exclusion of unhatched embryos and embryos with visible morphological deformities. Sterile conditions in germ-free groups were monitored by daily plating at least 2 ml swim water on tryptic soy agar and Luria-Bertani agar plates under aerobic conditions. Any corpses and shed chorions were plated, and plates were incubated for 2 days at 28 °C. Processing of larval material for any purpose was performed at midday, approximately 4–6 h after first light exposure of the larvae. Only larvae appearing morphologically normal were included in any analysis.

### Generation of monoassociated larval treatment groups

For monoassociated treatment groups specific bacteria (*Exiguobacterium* ZWU0009 and *Chryseobacterium* ZOR0023) were grown fresh over night at 28 °C on tryptic soy agar plates. Colonies were suspended in sterilized egg water and adjusted to a final A_600_ optical density of 0.005, which corresponded to an approximate concentration of 2 × 10^6^ and 12 × 10^6^ CFU per ml for *Exiguobacterium* and *Chryseobacterium*, respectively. Larvae were kept in this water from 3 to 5 DPF. Monoassociation was tested by plating at day 5, by assessment of the uniform appearance of colonies on tryptic soy agar plates.

### Fluorescent staining of monoassociated colonizing bacteria

For fluorescent labeling with Dylight 594 NHS Ester (Thermo Fisher, Waltham, USA), bacteria, suspended in sterilized eggwater (see above), were spun down and resuspended in 0.1 M Na_2_CO_3_ (pH 8.3–9.0). Bacteria were subsequently spun down a second time, and incubated in 300 μl 0.1 M Na_2_CO_3_ (pH 8.3–9.0) containing 6.5 μl of Dylight dye (10 mg/ml in DMSO) at room temperature for 2 h, shielded from light and with gentle agitation. After incubation with the dye, stained bacteria were washed twice with autoclaved egg water and resuspended at a final A_600_ optical density of 0.005 which was used directly as colonization medium added to 3 DPF embryos. Staining had no apparent effect on bacterial viability or on the larvae. 2 days later, at 5 DPF, larvae were washed briefly in autoclaved egg water and kept in autoclaved egg water for an additional 2 h, after which they were imaged by confocal microscopy. Patterns have been validated independently in triplicate.

### Whole-mount in situ hybridization

In situ hybridization was performed according to the published protocol by the Thisse group^51^. Each gene was tested by two non-overlapping digoxigenin labeled anti-sense RNA probes, generated by in vitro transcription from T7 elongated PCR products Primer sequences (5′-3′): *myd88* probe #1: TCACGTACCTGGAGATCAAAAACTTCGAG/CCACTGGAACCTGAAGCGGTTTCCTC, *myd88* probe #2: GGACCTCGAACACAGGAGAGAGAAGG/CCAGGAAGGACGTCTCTGTCAAACACAC, *fosl1a* probe #1: GGCTCGAGCTCCGCGTCTGTCG/CGCAGCTGCTCTGATGACACCAGGC, *fosl1a* probe #2: TCTCTCCTGAGGAACTTGAGCGGCG/CTGAGTGATGGGATGTCATTGCTGGAGTCC, *jdp2b* probe #1: CGGTTTTCCCGCCACCACACTGAC/CTTTCCTTCTTTCTGTTTCGACAGCGAGC, *jdp2b* probe #2: GACAGACTTTCTGCAAAAGGAGTCCGAG/GGTGTCGACACAAATCCGTTTTCAACTTC, *cebpb* probe #1 TGCGTCCATGTCTGACATGTACAATCTGG/ACCGTTGACATGGACTCAATGTATGCGC, *cebpb* probe #2: CCAACACGTTTGCGCACAAGAGCGC/GTACTCCGGACTGTGCCTGTCCAC.

### L-plastin staining

Polyclonal antibody against zebrafish L-plastin, produced by immunizing a rabbit as previously described^52^, was a kind gift from Dr. Huttenlocher of the University of Wisconsin, and staining was performed on 5 DPF larvae fixed in 4% paraformaldehyde, using anti L-plastin primary antibody at 1:1000 dilution and Alexa 488 or 568 conjugated secondary antibody at 1:200 dilution as previously described^53^. Confocal stacks acquired at ×20 magnification formed the basis of the quantification of leukocytes in the distal intestine. Unless otherwise stated the area of counting was defined by counting 4 somites back from the cloaca.

### Total RNA isolation

For whole organism transcriptomics and qPCR experiments 15 embryos were pooled together, snap frozen in liquid nitrogen and stored at −80 °C until extraction. For intestinal versus body qPCR analysis embryos intestines were extracted from anaesthetized 5 DPF embryos using sharpened forceps (see Supplementary Fig. 4A). Total RNA was extracted by trizol method (Invitrogen), according to the manufacturer’s protocol. Each sample was further cleaned up on RNeasy mini spin column (Quiagen) according to the supplier’s protocol. RNA integrity was assessed by bioanalyzer (Agilent); all samples were found to have a RIN ≥ 9.

### Illumina sequencing

Total RNA isolated as described above was used to create RNAseq libraries. A total of 3 μg of RNA was used to make RNAseq libraries using the Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina Inc., San Diego, USA). Two minor modifications were made to the protocol provided by the manufacturer. In the step describing the adapter ligation, 1 μl instead of 2.5 μl adaptor was used. In the library size selection step, the library fragments were isolated with a double Ampure XP purification with a 0.7 × beads to library ratio. The resulting RNAseq library was sequenced using an Illumina HiSeq2500 instrument in accordance with the descriptions provided by the manufacturer, with a read length of 1 × 50 nucleotides. Image analysis and base calling were done by the Illumina HCS version 1.15.1. Three biological replicates for each treatment regime were sequenced and mapped.

### Deep sequencing data mapping

Illumina reads were analyzed using the Genetiles server^54^. In all cases more than 80% of the reads were successfully mapped to the ensemble GRCz10 ensembl zebrafish genome build (http://www.ensembl.org/Danio_rerio/Info/Index). Ratios of normalized read counts in germ-free versus conventionalized conditions were filtered applying a fold change cutoff of +/− 1.3 and a stringent significance cutoff of *P* ≤ 0.05 after minimization of false discoveries based on the Benjamini Hochberg method (see Supplementary Tables 1, 2, 4, and 5).

### qPCR

cDNA was generated from total RNA samples using the iScript cDNA synthesis kit (biorad). RNA samples were from independent experiments apart from the RNAseq samples.

Primers for *myd88* qPCR analysis were as follows (5′-3′): CAGTGGTGGACAGTTGTGGAC/GAAAGCATCAAAGGTCTCAGGTG. Measurements were normalized relative to the house-keeping control gene 18S ribosomal subunit: TCGCTAGTTGGCATCGTTTATG/CGGAGGTTCGAAGACGATCA which was found to be the best most stably performing out of 6 house-keeping primer pairs.

In the case of intestinal versus body tissue analysis measurements were normalized relative to two housekeeping genes; glyceraldehyde-3-phosphate dehydrogenase (*gapdh)* and ribosomal protein L13a (*rpl13a):*

*gapdh* (5′-3′): CGCTGGCATCTCCCTCAA/TCAGCAACACGATGGCTGTAG

*rpl13a* (5′-3′): TCTGGAGGACTGTAAGAGGTATGC/AGACGCACAATCTTGAGAGCAG

Each pair of housekeeping genes were identical to those designed and tested as previously published^55^.

*fosl1a* (5′-3′): CTCAGCCCTCCCAATCACATCT/TACACTTCGCCGCAGCCATT

*cebpb* (5′-3′): GCAGGCAACCTATCACCTACATAC/CGCAAGTTTCACCGACTACAAGT.

Primers and assay conditions for *fosl1a* and *cebpb* qPCR analysis were identical to those previously published^32^.

Primers for *il1b* qPCR analysis were as follows (5′-3′):

GAACAGAATGAAGCACATCAAACC/ACGGCACTGAATCCACCAC.

All qPCR detection was performed on a BioRad CFX96 machine following a two-step protocol with 40 cycles 95 °C melting temperature for 10 s and 58 °C annealing and amplification for 45 s. Results were analyzed using the ΔΔCt method.

### Toll-like receptor ligand injections

Toll-like receptor ligands were injected into the circulation of embryos at 28 HPF by caudal vein injection. Embryos were anaesthetized in egg water containing 0.02% (w/v) buffered Tricaine (3-aminobenzoic acid ethyl ester; Sigma-Aldrich) and placed on 2% agarose in egg water. See ref.^56^ for an instructive video of microinjection technique.

### Morpholino injections

Antisense morpholino oligomer targeting pu.1^57^ was obtained from Gene Tools. 1 nl of morpholino solution at 1 mM was injected into the yolk of zebrafish embryos at the 1–2 cell stage.

### Statistical analysis

Deep sequencing data reads were analyzed using the Genetiles alignment and statistics package as previously described^54^. All *P*-values for deep sequencing data were adjusted to reduce the false discovery rate, by the Benjamini-Hochberg procedure. All further statistical analysis was carried out using GraphPad Prism 6.0 software (GraphPad Software, CA, USA). Data was analyzed for normal distribution by D’Agostino and Pearson normality test and *F* test to compare variances. For qPCR analysis, comparing two two-sided Student’s *t*-tests were applied, in cases when significant differences in variance existed Welch’s correction was applied. For intestinal leukocyte numbers group counts were analyzed by two-way ANOVA with Bonferroni correction for multiple comparisons. In the case of RNAseq results differences were considered significant only when the Benjamini-Hochberg adjusted *P*-value was lower than 0,05 and fold changes exceeded ±1.3. For all other statistical analyses significance was established as *P* < 0.05. *P < 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The raw RNAseq data have been deposited in the NCBI GEO database with the accession number GSE82200.

How the deposited data were processed for this re-analysis (not part of the article)

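Total RNA of whole zebrafish larvae at 5 DPF was measured in 18 libraries, each from a pool of 15 larvae, with 3 libraries in each of 6 groups: WT larvae that were GF, CONVD or mono-associated with *Exiguobacterium* or *Chryseobacterium*, and *myd88* mutants that were GF or CONVD. The authors sequenced the libraries from 1 end for 50 nucleotides and mapped the reads to GRCz10 with the GeneTiles server. Their notes name Bowtie2, SAMtools and DESeq, whose versions are not given in the sources used here. The deposited value of each gene is a read count, made by the authors for each library. In 9 of the libraries the column as a whole was entered here as one of expected counts, a name that the authors do not use, only because an unnamed last entry holds a number between 0.747 and 1.481 that is not a whole number. That entry, 1 in each of these libraries, lies within 4.2e-05 of a size factor computed on 2 groups, and it was left out. All other entries, those of the genes, are whole numbers and were used as read counts. Of the 31388 genes, 5 had no symbol, and 3256 shared a symbol with another gene and were told apart by their Ensembl identifiers.

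The counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15. Counts were normalized by TMM, a negative binomial model with 1 coefficient per group was fitted to all 18 libraries (12 residual degrees of freedom), and contrasts were tested by robust quasi-likelihood F-tests. P-values were adjusted by Benjamini and Hochberg's method within each comparison. CPM were computed with the TMM library sizes, and log2 values for lists and components with a prior count of 2. The comparisons were CONVD, *Exiguobacterium* and *Chryseobacterium* each against GF in WT larvae, CONVD against GF in mutants, the difference between the responses of mutants and WT larvae, mutants against WT larvae in GF and in CONVD larvae, and each pair of colonized WT groups. Between 2 libraries of the same group the chi-square per degree of freedom ranged from 1.64 to 5.46 over 18 pairs, so the pools varied more than counting alone would give. The biology of the pools cannot be told apart from their handling.

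Genes were named by a rule. For each of the main comparisons these were the 10 called genes with the largest rises and the 10 with the largest falls among genes with an average log2 CPM of at least 1 whose 3 libraries all lay on the same side of the other 3, a condition not asked of the difference between responses. To these were added every gene that the paper names in its text or in Fig. 2a, 3d and 4a, and up to 4 called members of each list with the lowest p-values. The 36 lists had 893 members, of which 857 were matched, 817 by symbol, 35 through a table of gene names and 5 through an older name. A list needed 4 tested members. Lists were tested with camera, and fry was used for the genes called in WT larvae.

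The fits were tested on simulated data, in which 50 genes at each fold size were changed. At 1.3, 1.5, 2 and 4-fold, edgeR recovered 10, 24, 41 and 47 of them between GF and CONVD WT larvae (4 false calls, 23153 genes in the step), 10, 34, 37 and 48 in mutants (7 false calls, 23151 genes), and 5, 12, 36 and 44 for the difference between responses (6 false calls, 23155 genes). With the groups of a comparison fitted alone, edgeR recovered 9, 24, 41 and 44 in WT larvae (10 false calls, 22321 genes) and DESeq2 recovered 7, 23, 39 and 43 (9 false calls), and in mutants edgeR recovered 10, 31, 38 and 47 (12 false calls, 22652 genes) and DESeq2 9, 31, 35 and 45 (11 false calls). Changes below 1.5-fold were thus mostly missed. The simulation gave each gene the same spread in every group, taken from the fit over all libraries. It therefore leaves out the smaller spread of the real mutant pools and cannot tell which fit recovers more in them. Of 1 simulated list changed by 1.3-fold, camera found it with either correlation and called 0 other lists. The simulated genes varied independently of each other. This therefore does not show what camera finds with an estimated correlation among genes that move together.

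The alternatives were size factors by the median of ratios (RLE), DESeq2 on all libraries, edgeR and DESeq2 on the groups of a comparison alone, no filter on low counts, no fold change threshold, the replicate number as a block, and each library left out in turn. Alternatives chosen after seeing the data were libraries thinned to the smallest total, the 12 WT libraries alone, the fit without *Chryseobacterium* libraries 1 and 3, and counts of list members on the 6 mutant libraries alone. Shared controls were simulated in 20 draws of unchanged groups, with each gene drawn on its own. Positions of genes on the assembly, flow cytometry, microscopy and quantitative PCR were not analysed here.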

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

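Of the tests named here, the regroupings of libraries and, as tests of an explanation, the thinned libraries (with the prediction written before its outcome), the immediate early genes between CONVD and EXI larvae, the heat shock genes, the AP1 genes in the difference of the response, the goblet and enteroendocrine markers and the enterocyte markers with an estimated correlation were chosen only after the result was seen. The response to colonization differed between *myd88* mutants and WT larvae for 190 genes, which the paper does not test directly. When libraries were regrouped at random within genotypes, 7 of 100 draws, the real groups included, called at least as many genes. All of these were among the 12 draws that kept the WT groups intact, with 338 genes at most. Such draws keep the WT response, so the share of 7 in 100 cannot decide on chance in either direction. The 88 draws that regrouped WT libraries called at most 20. The difference thus rests on the WT libraries, and some regroupings of the mutant libraries call as many genes.

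Among genes that fell in CONVD WT larvae, the log2 difference of the response, mutant minus WT, was positive. Genes that fell and genes that rose were told apart on the same WT libraries, which by itself favors the opposite sign in this difference. For AP1 and C/EBP genes it was 3.62 for *fosl1a*, 2.42 for *jdp2b*, 1.82 for *batf*, 1.39 for *fosb*, 1.2 for *fosab* (ENSDARG00000031683, with reads that may be shared with its copy), 1.09 for *atf3*, 0.92 for *fosl2*, 0.59 for *jund* and 1.67 for *cebpb*. For immediate early genes it was 2.08 for *btg2*, 1.52 for *sik1*, 1.30 for *nr4a1*, 1.30 for *nr4a3* and 1.01 for *egr3*. For genes of inflammation and its feedback it was 1.38 for *myd88*, 1.36 for *ptgs2b*, 0.89 for *ptgs2a* and 1.18 for *dusp1*. For genes of metabolism, stress and the clock it was 1.41 for *igfbp1a*, 0.83 for *fkbp5*, 0.65 for *ddit4*, 0.56 for *chac1*, 0.55 for *trib3*, 0.73 for *insig1*, 1.08 for *pnp5a* and 1.68 for *cry1bb*. For other genes it was 2.31 for *si:dkey-202l22.6*, 2.27 for *si:dkey-79d12.5*, 2.25 for *plek2*, 2.24 for *ponzr4*, 1.99 for *pmaip1*, 1.99 for *CU019646.2*, 1.37 for *dok1a* and 0.72 for *tuft1a*. The calls of *ptgs2a* and *fosab* were lost with the groups alone (adjusted p = 0.087 and 0.093 from edgeR), that of *ptgs2a* without any 1 of WT GF 2 and 3, WT CONVD 1 and 2, mutant GF 1 to 3 and mutant CONVD 1 and 2 (up to 0.14), and that of *fosab* without any 1 of WT GF 1 to 3, WT CONVD 3, mutant GF 1 to 3 and mutant CONVD 2 and 3 (up to 0.12). The call of *chac1* was lost without any 1 of WT GF 1, WT CONVD 2 and 3, mutant GF 1 to 3 and mutant CONVD 1 and 3 (adjusted p up to 0.1 with edgeR), that of *ddit4* without WT GF 1, WT CONVD 2, mutant GF 2 and 3 or mutant CONVD 1 and 3 (up to 0.11), that of *dusp1* without WT GF 1 (0.063) and that of *fkbp5* without WT CONVD 2 (0.057).

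Among genes that rose in CONVD WT larvae the log2 difference was negative. It was -3.10 and -1.4 for the *zgc:153932* copies (ENSDARG00000052779 and ENSDARG00000074642, with reads that may be shared), -1.08 for *muc13a*, -1.41 for *mpeg1.2*, -1.43 for *grn2*, -0.41 for *tefb*, -2.65 for *si:ch211-39f2.3*, -2.51 for *si:dkey-239b22.1*, -2.18 for *si:dkey-247k7.2* and -1.62 for *si:ch211-226h7.3*. It was also -2.19 for *si:dkeyp-1h4.6*, -1.82 for *si:ch211-207n23.2*, -1.76 for *CR788316.1* and -1.64 for *plekhf1*. For the clock gene *nr1d4b*, which fell in mutants and was not called in WT larvae, it was -0.95. The call of *grn2* was lost without WT GF 3, mutant GF 1 or mutant CONVD 1 (adjusted p up to 0.09 with edgeR), that of *si:dkey-239b22.1* without any 1 of WT GF 1 and 2, mutant GF 1 to 3 and mutant CONVD 3 (up to 0.072), and that of *si:ch211-226h7.3* without any 1 library but WT CONVD 2, mutant GF 3 and mutant CONVD 2 (up to 0.095).

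As lists, with an estimated correlation, the response differed for AP1 genes (adjusted p = 0.0012 from camera), immediate early genes (0.025), suppressors of cytokine signaling (0.043), genes induced by glucocorticoids or fasting (0.048), GP2 genes (0.0054), macrophage markers (0.043) and general leukocyte markers (0.0054). Of 19 leukocyte markers no single one was called by edgeR (0 when adjusted over the list alone), with a median log2 difference of -0.27. In all, 1725 genes had an unadjusted p below 0.05 for the difference of the response.

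Colonized WT groups also differed from each other, which the paper does not test: edgeR called 60 genes between CONVD and EXI larvae, 27 between CONVD and CHRYS larvae and 180 between EXI and CHRYS larvae. These counts moved with single libraries, from 24 (without CONVD 2) to 78 (without EXI 2), from 18 (without CHRYS 1) to 54 (without CHRYS 2), and from 59 (without EXI 3) to 307 (without CHRYS 2). In WT CONVD larvae the immediate early genes, the glucocorticoid genes and the leukocyte markers differed from other genes with an estimated correlation (camera adjusted p = 0.016, 0.016 and 0.0069), and in CHRYS larvae the immediate early and glucocorticoid genes did (0.035 and 0.035). For leukocyte markers in CONVD larvae the median log2 fold change was 0.24.

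For comparisons of 3 libraries against 3 there are 10 splits, so a share under 0.05 is impossible. The real groups called the most genes in 1 of 10 splits each time, with 380 genes against at most 8 for CONVD, 177 against 13 for EXI, 352 against 7 for CHRYS, 18 against 1 in mutants, 7323 and 6942 against 0 and 0 between genotypes in GF and CONVD larvae, and 60 against 10, 27 against 2 and 180 against 12 between the colonized groups.

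AP1 and immediate early genes stood higher in GF than in CONVD and CHRYS WT larvae (against EXI larvae the AP1 list did not pass with an estimated correlation, adjusted p = 0.25 from camera, nor the immediate early list with the preset one, adjusted p = 0.15), and the deeper CONVD libraries are 1 candidate explanation. With every library thinned to the smallest, 10 AP1 genes were called lower, as before, so the calls did not need the deeper CONVD libraries. Thinning leaves the fold change expected of each gene as it was. The like median log2 fold changes, -0.62 thinned and -0.61 before, were thus fixed in advance and cannot decide whether depth shifted the levels. Handling of the GF pools alone may explain the higher GF levels. Between CONVD and EXI larvae, where the GF pools take no part, 11 immediate early genes were called. This argues against handling of the GF pools as the whole cause of the levels across all WT groups. It cannot decide whether such handling raised the GF level, which remains open. Handling or collection that differed between all the groups remains open, since the genes of heat shock and unfolded proteins, 14 above and 7 below 0 with a median log2 fold change of 0.05, decide little, and genes induced by glucocorticoids or fasting were lower in CONVD larvae too (9 of 24, 11 when adjusted over the list alone; adjusted p = 0.016 from camera with an estimated correlation). A response to microbes that needs Myd88 could give the 8 AP1 genes whose response differed between mutants and WT larvae, but genotype and parents cannot be told apart in these libraries. By quantitative PCR on RNA from separate experiments, the paper found the *myd88* response kept in WT siblings of the mutants. Against WT siblings, *tlr2* mutants lost the fall of *myd88*, and the changes of *fosl1a* and *cebpb* were no longer significant. The paper names no other AP1 gene in these tests, so for the rest the explanation remains open.

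In mutants, genes of lipoproteins, enterocytes and the liver were lower in CONVD than in GF larvae as lists (0 of 23, 0 of 28 and 1 of 32 called lower by edgeR, and 1, 2 and 1 when adjusted over the list alone; camera adjusted p = 4.4e-09, 1.2e-08 and 3.4e-06), and none of these lists passed with an estimated correlation (adjusted p = 0.47, 0.56 and 0.68). A smaller share of intestinal cells could give this. The goblet and enteroendocrine markers had a median of -0.04 (95% interval -0.16 to 0.1, 15 genes, 6 of them also expressed in the nervous system) and the enterocyte markers -0.31 (-0.37 to -0.24, 28 genes), intervals that do not overlap, and the explanation remains open because expression outside the intestine could hide a fall of the first list and enterocytes alone may have fallen. Variation between pools of genes that move together could also give it. The enterocyte list did not pass with an estimated correlation (adjusted p = 0.56 from camera). That correlation was estimated over all 18 libraries, so it also holds the spread of the WT pools and cannot decide this for mutants. The mean log2 deviations of the enterocyte list were 0.71, 0.74 and 0.67 in the GF mutant libraries. In the CONVD mutant libraries they were 0.37, 0.52 and 0.41, all below those of the GF libraries. With 3 pools in each group, this explanation too remains open.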

How the results depend on the processing

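Of the tests named here, those on thinned libraries, on the 12 WT libraries alone and without CHRYS 1 and 3 were chosen only after the result was seen. With the groups of a comparison fitted alone, edgeR and DESeq2 called 200 and 219 genes in CHRYS larvae in place of 352, and 143 and 97 in mutants in place of 18; without a fold threshold mutants gave 28 and genotypes in CONVD larvae 10418. Leaving out 1 library moved the mutant count from 2 (without mutant GF 2) to 13 (without mutant GF 3). With the replicate number as a block, CONVD against GF in WT larvae gave 401 genes in place of 380; same-numbered libraries of 2 groups correlated between -0.09 and 0.18, and 19 of 45 such pairs, most of them among WT libraries, correlated best with their own number, a hint of a weak shared structure from the data and not from the design. Thinning gave 114 genes for the difference between responses in place of 190. Against GF, the WT libraries alone gave 302 genes in CONVD, 126 in EXI and 240 in CHRYS larvae. These counts stand in place of 380, 177 and 352, and thinning gave 286, 138 and 275. Between CONVD and EXI larvae, edgeR gave 39 genes with the groups alone and 27 on the WT libraries alone in place of 60, and from 24 (without CONVD 2) to 78 (without EXI 2) with 1 library left out. Between CONVD and CHRYS larvae it gave 7 with the groups alone, 16 on the WT libraries alone and 12 without CHRYS 1 and 3 (which leaves 1 CHRYS library, assumed to vary like those of the other groups) in place of 27, and from 18 (without CHRYS 1) to 54 (without CHRYS 2). Between EXI and CHRYS larvae DESeq2 on all libraries gave 273 in place of 180, and edgeR 72 with the groups alone, 83 on the WT libraries alone, 35 without CHRYS 1 and 3 (with the same assumption), and from 59 (without EXI 3) to 307 (without CHRYS 2). Genes called in all 3 colonized groups were 71 in place of 112 with the groups alone. Genes called in both WT larvae and mutants, 1 in the fit over all libraries, were 2 with DESeq2 on all libraries, 2 without a filter, 3 with the block, 12 and 9 with edgeR and DESeq2 on the groups alone, and from 0 (without mutant GF 2) to 2 (without WT GF 3). Of the genes called in mutants, those also called between genotypes in GF larvae were 111 with the groups alone in place of 13, and from 2 (without mutant GF 2) to 18 (without WT GF 1), and in CONVD larvae 109 in place of 15, and from 1 (without mutant CONVD 1) to 18 (without WT GF 1). Of 35 gene lists, apart from the one of genes the paper names, those with an adjusted p below 0.05 in camera were 14 in CONVD, 14 in EXI and 13 in CHRYS larvae, 11 in mutants and 16 for the difference between responses with the preset correlation, and 7, 1, 5, 0 and 7 with an estimated one. With the preset correlation, leaving out 1 library gave from 7 (without GF 2) to 14 (without GF 1) lists in EXI larvae and from 7 (without mutant GF 2) to 12 (without mutant GF 3) in mutants. For genes called in WT larvae, the median log2 fold change in mutants ranged from 0.1 to 0.17 (without WT CONVD 1) for those that rose and from -0.03 to 0.02 (without mutant GF 1) for those that fell, and those with a called difference of the response from 111 (without WT GF 1) to 160 in place of 168. For every change named here the cause was not tested. Pseudocounts and a filter on low values were meant for normalized values and were not run, as the files hold counts. RLE factors changed the call of 1 of 329 named results, the groups alone weakened 28 and strengthened 6, and leaving out single libraries weakened 293, strengthened 5 and moved 51 of the results it was run on, while 2015 were the same.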

Differences from the paper's values

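None of the tests in this part was chosen only after the result was seen. The thresholds of a fold change of 1.3 and an adjusted p of 0.05 are the paper's, but its fits used other tools. Only the alternatives fixed before the data were examined are weighed in this part, and those chosen after seeing the data are left out. A count is called near the paper's, and is left out here if the fit over all libraries gave it, when the larger is at most 1.5 times the smaller, and a fold change when the log2 values lie within 1 standard error. In mutants the paper gives 84 genes, and 18 were called here; DESeq2 on the groups alone gave 97, which is near the paper's count, while edgeR on the groups alone (143) and the other alternatives were not. Of these genes the paper finds 78 outside the WT set, and 17 were found here; DESeq2 on the groups alone, with 88, came near, and the other alternatives did not. In CHRYS larvae the paper gives 168 genes and 352 were called here. The fits of edgeR and DESeq2 on the groups alone, with 200 and 219, came near, and the other alternatives fixed beforehand did not.

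For the genes called in all 3 colonized groups the paper gives 65, and 112 were called here; edgeR and DESeq2 on the groups alone, with 71 and 77, came near, as did 5 of 12 fits with 1 library left out (80 without GF 1, 92 without GF 3, 90 without EXI 2, 85 without EXI 3 and 90 without CHRYS 2). Of these, 5 rise in the paper and 25 rose here, and no alternative came near. Genes called in at least 1 colonized group are 290 in the paper and 520 here; edgeR and DESeq2 on the groups alone, with 412 and 396, came near, as did the fits without GF 1 (435) and without GF 3 (411). In Fig. 3c, read by eye, the paper has about 66 genes in CONVD larvae alone where 105 were found here (near it came 96 with DESeq2 on all libraries and, with 1 library left out, 99 without GF 1, 70 without GF 3, and 76, 75 and 85 without CONVD 1, 2 and 3), about 12 in EXI larvae alone where 29 were found (near it came 17 without GF 2 and 14 without EXI 3) and about 20 in CHRYS larvae alone where 109 were found (no alternative came near). It has about 82 shared by CONVD and CHRYS larvae where 129 were found (near it came 86 and 98 with edgeR and DESeq2 on the groups alone and 7 of 12 fits with 1 library left out, from 93 without CHRYS 2 to 119 without CHRYS 1) and about 1 shared by EXI and CHRYS larvae where 2 were found (1 with DESeq2 on the groups alone, without GF 2 and without EXI 1). The unnamed entries in 9 of the libraries match size factors of fits on 2 groups, and the fits on the groups alone are the nearest to that.

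For *fosb*, Fig. 2a, read by eye, shows a fold change of about -2.0, and -3.25 was found here, and no alternative came near the paper's value. The second *fosab* copy had -2.03. The paper reports *nfkbiaa* as not significantly changed, and it was called here at a log2 fold change of -0.47 (standard error 0.12, adjusted p = 0.033 from edgeR), although not with DESeq2 on the groups alone (adjusted p = 0.066). The paper reports a lower level of *cebpd* in CONVD larvae, which was not called here (-0.66, adjusted p = 0.11 from edgeR) but was by DESeq2 (adjusted p = 0.02 on all libraries, and 2.4e-05 on the groups alone). The paper places *cebpb* in the set shared by the colonized groups, and in EXI larvae it did not pass here (-0.74, adjusted p = 0.096 from edgeR) except with DESeq2 on all libraries (adjusted p = 0.041) and with the groups alone (adjusted p = 1.6e-05 from edgeR).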

Other observations

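Of the tests named here, only that on the other macrophage markers was chosen only after the result was seen. In colonized WT larvae *mpeg1.2*, a perforin-like gene expressed by macrophages, stood at a log2 fold change of 2.09 (standard error 0.20, adjusted p = 1.1e-08 from edgeR) in CONVD larvae, and in EXI and CHRYS larvae it rose as well. More macrophages in colonized larvae may explain part of this. The paper's microscopy goes the other way for the intestine, with fewer macrophages in CONVD than in GF larvae. It found no significant change in the total number of leukocytes. The other 16 macrophage markers had a median log2 fold change of 0.31 (95% interval -0.11 to 0.45), below that of *mpeg1.2*. In whole larvae, a marker that other cells express too would rise less than the number of macrophages. The markers therefore cannot decide whether more macrophages are the whole cause. A higher level of *mpeg1.2* in each macrophage is another candidate explanation. Whole larvae cannot tell it apart from a growing subset of macrophages that expresses *mpeg1.2*.

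The cytochrome gene *cyp1a*, a target of the aryl hydrocarbon receptor, rose with *Chryseobacterium* alone among the colonized WT groups. Its log2 fold change was 1.88 (standard error 0.10, adjusted p = 2.3e-14 from edgeR), and its relative *cyp1b1* rose by 0.65 (standard error 0.18, adjusted p = 0.047 from edgeR), a call lost without GF 1, GF 3, CHRYS 1 or CHRYS 2 and with the groups alone (adjusted p from 0.063 to 0.32 with edgeR), and with DESeq2 on all libraries (adjusted p = 0.075). Of 32 genes of xenobiotic metabolism 3 rose (3 when adjusted over the list alone; camera adjusted p = 0.62). Both strains and the community were compared with the same GF libraries. Whether *cyp1a* follows from a compound that *Chryseobacterium* makes was not tested.

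Enterocyte, liver and bile acid genes were higher in EXI than in CHRYS larvae. Of 21 bile acid genes 3 were higher, *cyp7a1a*, *cyp8b1* and *slc51a*, which make and move bile acids (4 when adjusted over the list alone; camera adjusted p = 1.1e-10, and adjusted p = 0.023 with an estimated correlation). Of 28 enterocyte genes 4 were higher (17 when adjusted over the list alone; camera adjusted p = 6.9e-15, and adjusted p = 0.18 with an estimated correlation), and of 32 liver genes 5 (17 when adjusted over the list alone; camera adjusted p = 4.2e-15, and adjusted p = 0.20 with an estimated correlation). CHRYS 1 had the lowest values of the enterocyte and liver lists, and the cause was not tested.

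Immediate early genes were lower in CONVD than in EXI larvae, 11 of 27 and none higher (16 when adjusted over the list alone; camera adjusted p = 2.8e-23, and adjusted p = 0.0087 with an estimated correlation), and higher in EXI than in CHRYS larvae, 9 of 27 (14 when adjusted over the list alone; camera adjusted p = 4.2e-15, and adjusted p = 0.04 with an estimated correlation). Their mean log2 deviation was 0.51, 0.21 and 0.45 in the EXI libraries and 0.52, 0.53 and 0.44 in the GF libraries.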
